# Multifarious Translational Regulation during Replicative Aging in Yeast

**DOI:** 10.3390/jof8090938

**Published:** 2022-09-05

**Authors:** Tianyu Zhao, Asaka Chida, Yuichi Shichino, Dongwoo Choi, Masaki Mizunuma, Shintaro Iwasaki, Yoshikazu Ohya

**Keywords:** ribosome profiling, replicative aging, *Saccharomyces cerevisiae*, translation

## Abstract

Protein synthesis is strictly regulated during replicative aging in yeast, but global translational regulation during replicative aging is poorly characterized. To conduct ribosome profiling during replicative aging, we collected a large number of dividing aged cells using a miniature chemostat aging device. Translational efficiency, defined as the number of ribosome footprints normalized to transcript abundance, was compared between young and aged cells for each gene. We identified more than 700 genes with changes greater than twofold during replicative aging. Increased translational efficiency was observed in genes involved in DNA repair and chromosome organization. Decreased translational efficiency was observed in genes encoding ribosome components, transposon Ty1 and Ty2 genes, transcription factor *HAC1* gene associated with the unfolded protein response, genes involved in cell wall synthesis and assembly, and ammonium permease genes. Our results provide a global view of translational regulation during replicative aging, in which the pathways involved in various cell functions are translationally regulated and cause diverse phenotypic changes.

## 1. Introduction

Aging is accompanied by noticeable diverse phenotypic changes, which can be regarded as a natural process of the life cycle. Aging is also a factor associated with various fatal diseases. As aging occurs universally in vertebrates, anti-aging research has been conducted using vertebrates to avoid health complications [1,2].

Extensive aging-focused research has been conducted using several model organisms other than vertebrates [3]. Model organisms suitable for aging research include experimental organisms such as the budding yeast *Saccharomyces cerevisiae*, nematode *Caenorhabditis elegans*, and fruit fly *Drosophila melanogaster*. These organisms all have short lifespans, are economically feasible, and have abundant established genetic tools [4]. Using a genetic approach with these invertebrate model organisms, hundreds of genes have been identified that lead to lifespan extension when mutated [5]. Compounds that affect lifespan have been extensively analyzed, thus providing insights into the extension of human health and longevity [6,7].

*S. cerevisiae* has the shortest generation time among the model organisms commonly used for aging research. Several age-dependent hallmarks have been reported in this organism, including mitochondria dysfunction [8,9], transcriptional regulation [10], nuclear and mitochondrial genetic instability [11,12], change in telomere length [13], asymmetric cell division [14], and characteristic metabolic fluxes [15]. Dietary restriction increases the lifespan of yeast, like other organisms [16,17,18]. Studies of the yeast replicative lifespan (RLS), defined as the number of cell divisions before senescence, required micromanipulation to separate mother and daughter cells at each division, entailing considerable effort [19,20]. The use of micromanipulation also made it difficult to apply omics approaches, requiring large amounts of materials. Recently, new methods have been developed, including the mother enrichment program [21], column-based cultivation method [22], and miniature chemostat aging device (MAD) [23]; unlike microfluidic platform systems, these can collect many cells [24]. These methods have supported omics studies of the metabolome [25], epigenome [26], transcriptome via RNA sequencing (RNA-Seq) [23,27], and proteome [15]. These studies have gradually elucidated the comprehensive dynamic behavior of intracellular chemistry during replicative aging.

The correlation between mRNA and protein levels evidently becomes progressively decoupled during replicative aging [22], suggesting that translation changes in aged cells. Previous studies have indicated that bulk protein synthesis is significantly reduced during aging in a wide range of organisms and cell types [28], including yeast cells [29,30]. However, the comprehensive landscape of translational regulation has not been fully explored. Here, utilizing ribosome profiling, we showed that aged yeast cells reprogram their translation profiles. We successfully collected numerous dividing aged cells under unstressed conditions with the MAD system, in which mother cells are trapped in a vessel using a magnet and cultured using chemostat technology. We observed translation reduction in genes involved in translation, transposons, stress response, cell wall synthesis, and ammonium uptake. Our results shed light on the mechanism of translation modulation during replicative aging.

## 2. Materials and Methods

### 2.1. Assembly of MADs

The MAD system was assembled as described by Hendrickson et al. [23], with some modifications (Figure S1). Peristaltic pumps (Eyela, Cat. # MP-2000 and Cat. # MP-2100, Tokyo RIKAKIKAI Co., Ltd., Tokyo, Japan) were used to control media flow. An air pump (Gex, Cat. # 2000SB, GEX. Co., Ltd., Osaka, Japan) and air pressure gauge (Daiichi Keiki, Cat. # EA729DW-10, DAIICHI KEIKI SEISAKUSHO Co., Ltd., Hyogo, Japan) were used to control the aeration of each ministat vessel. Tube connection was simplified: no blunt-end needle was needed, and a silicone tube was used instead of the Marprene tube. Neodymium ring magnets (ABM Magnetics, Cat. # RY0X04, ABM Magnetics Co., Ltd., Shehzhen, China) and Dynamag-50 (Thermo Fisher Scientific, Cat. # 12302D, Thermo Fisher Scientific Inc., Waltham, MA, USA) were used for bead-based purification of aged cells.

### 2.2. Preparation of Aged Yeast Cells

The diploid wild-type yeast strain BY4743 (*MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 LYS2/lys2Δ0 met15Δ0/MET15 ura3Δ0/ura3Δ0*) was grown in synthetic defined (SD) medium containing 0.17% yeast nitrogen base without amino acids or ammonium sulfate (BD Biosciences, Franklin Lakes, NJ, USA), 0.5% ammonium sulfate (Wako Chemicals, Osaka, Japan), 0.5% casamino acids (BD Biosciences, Franklin Lakes, NJ, USA), 2% glucose (Wako Chemicals), and 2% D (+)-mannose (Wako Chemicals) overnight at 25 °C with shaking at 180–200 RPM and harvested at 5 × 10^6^ cells/mL (early log phase). For each MAD, 10^8^ yeast cells were washed twice in 0.6 mL phosphate-buffered saline (PBS) at 2000× *g* for 5 min at room temperature. During the second wash, EZ-Link Sulfo-NHS-LC-LC-Biotin reagent (Thermo Fisher Scientific, Cat. # 21338) was weighed out (2.0 mg) and suspended in 0.4 mL PBS. The washed cell pellets were resuspended in 0.6 mL PBS and combined with EZ-Link Sulfo-NHS-LC-LC-Biotin in PBS at a final reaction volume of 1 mL. The labeling reaction was conducted for 30 min at room temperature with rotation followed by two washes in PBS, as described above. Biotin-labeled cells were resuspended in a SD medium and batch-cultured in flasks at 25 °C with shaking at 180–200 RPM for 13 h.

Grown cells were filtered using the Stericup-GP Quick Release Sterile Vacuum Filtration System (Millipore, Cat. # S2GPU05RE, Merck, Daemstadt, Germany), suspended in 40 mL PBS, washed once with PBS, and collected in a 50 mL Falcon centrifuge tube. Beading reactions were then conducted by combining the resuspended cells with washed magnetic streptavidin beads (Thermo Fisher Scientific, Dynabeads MyOne Streptavidin C1, Cat. # 65001) and rotating the mixture at room temperature for 30 min. The beaded mother cells were collected by placing the beading reaction on a magnet (Thermo Fisher Scientific, Dynamag-50 Magnet Cat. # 12302D) for 10 min. The supernatant fraction containing daughter cells was carefully removed and collected as two biological replicates of young cells (Young, Figure 1A). For operation of the MAD, the supernatant was loaded twice onto the magnet to collect all beaded mother cells, which were then re-suspended in a SD medium (final volume of 1.0 mL). Before this suspension was loaded into the MAD, the beaded mother cells were collected for analysis as two biological replicates of middle-aged cells (Middle, Figure 1A).

MAD loading and MAD operation were performed in accordance with the methods of Hendrickson et al. [23]. The loaded ministat was placed on a neodymium ring magnet, and cells were allowed to bind for 10 min before resumption of pumping (50 rpm; flow rate ~25 mL/h) and air flow (25–33% of max output; approximately 1 PSI). The loaded cells were then grown in MAD for 24 h at 25 °C; beaded cells were collected in SD medium and placed back on the magnet for 5–10 min. This washing step was repeated twice. The cleaned beaded cells were resuspended in 1.0 mL SD medium and collected as aged cells (Aged, Figure 1A). The purity and viability of aged cells were > 80% and > 95%, respectively.

### 2.3. Cell Harvest

Yeast cells were collected on 0.45 μm pore size membrane filters (Millipore, Cat. # HAWP04700) via filtration, immediately removed with a cell scraper (TPP, Cat. # 99002, TPP Techno Plastic Products AG, Trasadingen, Schaffhausen, Switzerland), then placed into Nunc 50 mL conical sterile polypropylene centrifuge tubes (Thermo Fisher Scientific, cat. No. 339652) containing liquid nitrogen. Then, 0.6 mL lysis buffer (20 mM Tris-HCl pH 7.5 (Wako Pure Chemical Industries, Ltd., Cat. # 318-90225, Wako Pure Chemical Industries, Ltd., Osaka, Japan), 150 mM NaCl (Nacalai Tesque, Cat. # 06900-14, NACALAI TESQUE, Inc., Kyoto, Japan), 5 mM MgCl2 (Nacalai Tesque, Cat. # 20942-34), 1 mM dithiothreitol (New England Biolabs, Cat. # M0368L, New England Biolabs Inc., Ipswich, MA, USA), 100 µg/mL cycloheximide (Sigma-Aldrich, Cat. # C4859-1ML), 100 µg/mL chloramphenicol (Wako Pure Chemical Industries, Cat. # 030-19452), and 1% Triton X-100 (Nacalai Tesque, Cat. # 12967-32)) was added dropwise into the tubes to obtain flash-frozen droplets. Finally, the tubes were stored at −80 °C until the liquid nitrogen evaporated.

### 2.4. Cell Lysis

The frozen samples were individually transferred to 3 mL cryotubes (Yasui Kikai, Cat. # ST-0320PCF, Yasui Kikai Corporation, Osaka, Japan) along with a metal bead (Yasui Kikai, Cat. # MC0316 (S)) in a Styrofoam box containing liquid nitrogen. Then, cell lysis was performed using a Multi-beads Shocker (Yasui Kikai, Cat. # MB2200 (S)) at 2800 RPM for 15 s. After melting on ice, the sample was transferred to a 1.5 mL tube and treated with 15 U Turbo DNase (Thermo Fisher Scientific, Cat. # AM2238) on ice for 10 min. The lysate was cleared by centrifugation at 20,000× *g* for 10 min at 4 °C. The RNA concentration of lysate was measured using the Qubit RNA BR Assay Kit (Thermo Fisher Scientific, Cat. # Q10210).

### 2.5. Library Preparation for Ribosome Profiling and RNA-Seq

The ribosome profiling library was prepared in accordance with previously described protocols [31,32]. Briefly, 300 μL cell lysate containing 20 µg RNA was incubated with 10 U RNase I (Epicentre, Cat. # N6901K, Epicentre, Paris, France) at 25 °C for 45 min. Ribosome-protected RNA fragments of 17–34 nt were excised from the gel after polyacrylamide gel electrophoresis. The Ribominus Transcriptome Isolation Kit, yeast (Invitrogen, Cat. # K1550-03, Thermo Fisher Scientific Inc., Waltham, MA, USA) was used for rRNA depletion.

For RNA-Seq, RNA was extracted from the same lysate used for ribosome profiling with TRIzol LS reagent (Thermo Fisher Scientific, Cat. # 10296-010) and a Direct-zol RNA Microprep Kit (Zymo Research, Cat. # R2060, Zymo Research Corporation, Irvine, CA, USA). Then, 0.5 µg RNA was subjected to rRNA depletion using the Ribominus Transcriptome Isolation Kit, followed by library preparation using the TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA).

Library sequencing, short-read sequence analysis (2 × 150 bp) using a HiSeq X sequencer (Illumina), was performed by Macrogen Japan (Tokyo, Japan).

### 2.6. Data Analysis

Sequence data were processed as previously described [31], with the following modifications. Read quality filtering and adapter trimming (read 1 for ribosome profiling and read 1/2 for RNA-Seq) were performed with Fastp [33]. After non-coding RNA-mapped reads had been removed, the remaining reads were aligned to the budding yeast genome S288C (R64, sacCer3) using STAR 2.7.0a [34]. For ribosome profiling, the A-site offsets were determined as 13 for 26 nt, 14 for 27 nt, 15 for 21–22 nt and 28–29 nt, and 16 for 30–31 nt footprints based on the location of the peaks of 5′ ends of footprints along the coding sequence (CDS), which represents the ribosome on the start codon. For RNA-Seq, an offset of 15 was used for all mRNA fragments. The fold changes of read counts were calculated using the DESeq2 package [35]. Reads corresponding to the first and last five codons of the CDS were excluded from calculation. Translational efficiency was defined as over- or under-representation of ribosome profiling counts by RNA-Seq counts and calculated using DESeq2 with a generalized linear model. All GO enrichment analyses [36,37] were performed online using the GO Term Finder [38] tool (https://www.yeastgenome.org/goTermFinder) (accessed on 15 December 2021). Reads containing the intron of the *HAC1* gene were counted using Sashimi plot tools in the Integrative Genome Viewer [39,40].

To map the reads to Ty genes, we extracted sequences for the CDSs and 300 nt upstream and downstream of all Ty1–4 genes from the *Saccharomyces* Genome Database (SGD) and obtained consensus sequences using MAFFT [41,42] ver. 7 (https://mafft.cbrc.jp/alignment/server/) (accessed on 10 April 2022) with the default settings. Then, the reads remaining after removing non-coding RNA were aligned to the consensus sequences as described above. The overlapped regions between *TyA* and *TyB* were excluded from the analyses.

All custom scripts used in this study are available upon request.

### 2.7. Biochemistry

To examine Fks1 levels, whole-cell protein extracts were prepared as described previously [43]. Briefly, cells were pelleted, treated with a 1 mL N/β solution (0.25 N NaOH, 1% β-mercaptoethanol), and incubated on ice for 10 min. Then, 100 μL of 100% trichloroacetic acid was added, and incubated on ice for 10 min. The supernatant was discarded after centrifugation at 15,000× *g* for 2 min at 4 °C. After the pellet was washed with 500 μL of 1 M Tris-HCl (pH 8.0), the cells were resuspended in sodium dodecyl sulfate (SDS) sample buffer including 62.5 mM Tris-HCl (pH 6.8), glycerol (10%), SDS (2%), β-mercaptoethanol (2%), and bromophenol blue (0.005%), incubated for 10 min at 37 °C, and pelleted. Next, the supernatants were loaded in a mini-gel (8%; Bio-Rad, Bio-Rad Laboratories, Inc., Hercules, CA, USA), and Western blotting was performed with mouse monoclonal antibody to Fksl (T2B8) [44]. Horseradish peroxidase-conjugated secondary antibody was obtained from Promega (Cat. # W4021) and proteins were detected with an enhanced chemiluminescence system (Amersham, ECL Plus). Grayscale analysis was performed using ImageJ.

### 2.8. Fluorescence Microscopy

Bud scars were stained with wheat germ agglutinin conjugated to Alexa Fluor 488 (Thermo Fisher Cat. # W11261) for 30 min, then observed under a fluorescence microscope (Axio Imager M1, Zeiss, Jena, Germany).

### 2.9. Database

The databases used in this study are SGD (https://www.yeastgenome.org) (accessed on 15 December 2021), PAXdb: Protein Abundance Database (https://pax-db.org) (accessed on 12 February 2022), and uORFlight (http://uorflight.whu.edu.cn) (accessed on 16 February 2022).

## 3. Results and Discussion

### 3.1. Outline of the Experiments

To investigate global translation dynamics during replicative aging, we applied ribosome profiling and RNA-Seq to yeast cells cultured in the MAD system [23], in which mother cells are trapped in a vessel surrounded by custom-sized neodymium ring magnets (Figure 1A). First, we labeled the cell wall of exponentially grown cells with biotin and grew them for 13 h in liquid culture. Then, biotinylated mother cells were captured with magnetic streptavidin beads and collected as middle-aged cells (Middle, Figure 1A). As daughters produced from the mother cells did not inherit the biotin coat and magnetic beads, cells that were not coated with magnetic beads were collected as young cells in the flow-through fraction (Young, Figure 1A). The labeled mother cells were loaded into the MAD, then further incubated for 24 h to obtain aged cells (Aged, Figure 1A). Young, Middle, and Aged cells had divided approximately 0–2 times, 10 times, and 20 times, respectively (Figure 1B). The translation process is affected by various stresses such as temperature shifts, medium changes, and physical damage. Therefore, the experiments were conducted using a slightly modified MAD protocol to minimize the stress caused by experimental operations (Figure 1A). The numbers of centrifuging steps and PBS washes were kept consistent among conditions. In the final cell harvesting step, filtration was used, which had only a mild effect on the yeast cells.

### 3.2. Validation of Our Samples with RNA-Seq Data

To validate our aged yeast cell samples, we next tested whether we could reproduce the aging hallmarks previously reported in RNA-Seq data. 

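RNA was extracted from Young, Middle and Aged cells of the diploid strain BY4743 with 2 replicates per age, and 5 of the 6 lysates also have a footprint library. Young cells were the unlabeled cells of a batch culture grown for 13 h at 25 °C (0 to 2 divisions), and Middle cells were the biotinylated mothers of such a culture (10 divisions). Aged cells were mothers held by magnetic beads for a further 24 h in the MAD vessel (20 divisions), where daughters are washed out. The authors depleted ribosomal RNA, removed reads that mapped to non-coding RNA, aligned the others to the S288C genome (R64, sacCer3) and deposited the number of reads on each of 6668 coding sequences, without normalization. They left out reads on the codons at both ends of each coding sequence. The deposited RNA-Seq totals were 955721 and 2585717 counts in Young cells, 476704 and 1314399 in Middle cells and 536622 and 1430018 in Aged cells. A gene at the median had 22 to 147 counts, and 3 counts, taken as the smallest detectable signal, corresponded to 1.16 to 6.29 CPM. These floors cover counting error only. For each age, the counts were scaled by edgeR's TMM method and compared with those of Young cells by a quasi-likelihood test (two-sided, Benjamini-Hochberg adjustment) over the genes kept by edgeR's filterByExpr. All log2 fold changes are relative to Young cells. In Middle cells, 123 of 5818 genes had higher and 50 had lower RNA at an adjusted p under 0.05. With the block by replicate number, the counts were 337 and 204, and the deviations of same-numbered Young and Middle libraries from their age means correlated with r = 0.201 across 5574 genes, which are not independent replicates. A filter of at least 3 counts in every library, chosen after seeing the data, moved the numbers most by ratio and left 17 higher and 3 lower genes. In Aged cells, 473 of 5897 genes had higher and 291 had lower RNA. The block gave 661 and 466 there, with a correlation of 0.0423 between the same-numbered libraries. At so low a correlation, the larger numbers do not show that the block removed a spread.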

We conducted Gene Ontology [36,37] (GO) enrichment analysis of significantly upregulated genes in Middle cells with a threshold of *p* < 0.05 to identify important gene functions during aging. 

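Among the 5818 genes tested in Middle cells, 472 had more than 2-fold higher RNA at an unadjusted p under 0.05, the criterion of the paper's Figure S2. Under the block by replicate number, 489 genes met it. These genes were compared with all other tested genes that the reference annotation lists, by one-sided Fisher's exact tests on the reference's own direct GO annotations. Terms inherited through the GO hierarchy were not counted, because the reference does not hold the hierarchy.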

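Of the 1036 tested genes annotated directly to the mitochondrion, 173 were in the list, a 2.04-fold enrichment (Fisher's exact test, p = 1.2e-24). For electron transport from ubiquinol to cytochrome c, 10 of 11 genes were in it, an 11.1-fold enrichment (Fisher's exact test, p = 1.2e-10). Electron transport from cytochrome c to oxygen had 8 of 9 genes in it, a 10.9-fold enrichment (Fisher's exact test, p = 1.6e-08). The block by replicate number moved the 3 enrichments to 1.98, 10.7 and 10.5. Over all settings, the enrichment of the first of these electron transport terms stayed between 10.7 and 12.0. With 10 of 11 genes already in the list, it could rise little further, so this range is no test of its stability.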

Upregulated genes were significantly enriched in mitochondrion-related GO processes, including the mitochondrion (GO: 0005739) with 2.2-fold enrichment; mitochondrial electron transport, ubiquinol to cytochrome c (GO: 0006122) with 18.6-fold enrichment; and mitochondrial electron transport, cytochrome c to oxygen (GO: 0006123) with 15.3-fold enrichment (Figure S2). The oxidation-reduction process (GO: 0055114) was also significantly enriched, showing 4.3-fold enrichment (*p* = 9.67 × 10^−22^) (Figure S2), as previously reported. Thus, our RNA-Seq analysis confirmed the important role of mitochondria in aging, validating our aging samples.

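On a list of 9 genes encoding subunits of respiratory complex III, fixed before the count tables were opened, the median log2 fold change of RNA in Middle cells was 1.70 (p of 1.5e-11 in edgeR's camera test of the list against all other genes, inter-gene correlation 0.01). A list of 11 genes of complex IV had a median of 1.89 (camera, p of 2.9e-12). Blocking on the replicate number gave 1.75 and 2.00 (camera, p of 1.7e-12 and 1.4e-13). In fits that each left out one library, the medians ranged from 1.30 to 2.39 and from 1.49 to 3.00. Both lists follow terms that the paper names because they were enriched in these data, so they are not an independent test. From the enrichment of mitochondrial terms, the paper concludes that mitochondria have an important role in aging and that its samples are aged cells.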

### 3.3. Quality Control of Ribosome-Protected mRNA Footprints

The quality of ribosome-protected mRNA footprints was assessed via metagene analysis. First, the length distribution of the ribosome footprints obtained from Young, Middle, and Aged cells was investigated (Figure S3A–E). The largest peak representing ribosomes accommodating A-site tRNA, and the second largest peak representing ones with no tRNA at the A-site, appeared around 27–28 nt and around 20–21 nt, respectively; these results were indicative of ribosome profiling success for all samples [45]. Then, the 5′ end of the accumulating ribosome footprints obtained from Young, Middle, and Aged cells was examined (Figure S3F–J). We observed that the ribosome footprint sequences matched the protein-coding portion of the transcript, extending from the position −12 nt from the start that corresponded to the AUG initiation codon of the P-site. In addition, the footprint-allocated position of the A-site showed a strong preference for the first nucleotide position of each codon, consistent with the reading frame; it exhibited 3-nt periodicity. Third, the protein-coding boundary and 3-nt periodicity were observed at the 5′ end of the accumulating ribosome footprints around stop codons obtained from Young, Middle, and Aged cells (Figure S3K–O). These results indicate that even samples from Aged cells guarantee the quality of the ribosome-protected mRNA footprints.

### 3.4. Translation Profile Changes during Replicative Aging

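Ribosome footprints were obtained by RNase I digestion of the lysates used for RNA-Seq, from 2 replicates each of Young and Middle cells and 1 of Aged cells. The authors assigned each footprint to the codon in the ribosomal A-site by its length and deposited the number of footprints per coding sequence without normalization, counted over the same codons as the RNA-Seq reads. The totals were 417314 and 518833 footprints in Young cells, 168247 and 435946 in Middle cells and 965156 in Aged cells. A gene at the median had 11 and 20 footprints in Young, 5 and 17 in Middle and 30 in Aged cells, and 3 footprints corresponded to 3.11 to 17.8 CPM. Translational efficiency was measured as the interaction of age and assay in one edgeR model of the footprint and RNA-Seq counts of 2 ages, so that a log2 fold change of translational efficiency is the change of footprints beyond that of RNA. The values for footprints and translational efficiency in Aged cells have no replicate, and no p is given for them. Between the 2 lysates of one age, translational efficiency (normalized footprint count over normalized RNA count, 0.5 added to each) differed more than 2-fold for 1020 of 5444 genes in Young cells (18.7%) and 1070 of 4743 genes in Middle cells (22.6%).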

Ribosome profiling and RNA-Seq data of Young and Middle cells enables us to investigate changes in global gene expression during replicative aging. We observed a broad spectrum of gene expression changes during aging, at both transcriptional and translational levels (Figure 2A). 

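The RNA changes with the smallest p in Middle cells were those of YAT1 (log2 fold change 4.90, SE 0.36, adjusted p = 0.0021), PCK1 (3.38, SE 0.29, adjusted p = 0.0035) and CRC1 (3.70, SE 0.36, adjusted p = 0.0073) among the higher genes. MYO1 (−2.84, adjusted p = 0.013), HSL1 (−2.54, adjusted p = 0.015) and ADE17 (−1.93, adjusted p = 0.022) led the lower genes. In Aged cells, SFC1 rose by 5.40, YAT1 by 6.26 and PCK1 by 4.46 on the log2 scale, each with an adjusted p of 1.6e-04. THI20 changed by −4.39, BNA2 by −3.49 and FET4 by −3.26 (adjusted p = 5.1e-04, 5.3e-04 and 6.3e-04). For footprints in Middle cells, 114 of 4167 genes were higher and 173 lower at an adjusted p under 0.05. Blocking on the replicate number gave 281 and 400 genes, where same-numbered Young and Middle footprint libraries deviated together with r = 0.0700. With r this low, the larger numbers do not show that pairing removed a spread. YAT1 (4.59), PCK1 (3.90) and CRC1 (4.05) again had the smallest p among the higher genes, at adjusted p = 0.0088, 0.010 and 0.010. YOR343W-B (−3.72), YDR210W-B (−3.65) and GCN1 (−3.36) did among the lower genes, each at an adjusted p of 0.010; the first 2 are Ty2 genes. In the single Aged footprint library, 763 of 4619 genes were more than 2-fold higher and 851 lower. Among genes with at least 50 counts on average, the largest fitted increases were those of YAT1 (6.54), SFC1 and IDP2, and the largest fitted decreases those of FRE4 and the Ty2 genes YDR261W-A (−6.01) and YDR261W-B (−5.88). SFC1 had 0 and 7 footprints in Young and 641 in Aged cells, IDP2 1 and 9 and 647, and FRE4 15 and 145 and 2, each with a library under the floor, so no fold is given for these 3. With scaling by library totals in place of TMM, the median gene's footprints in Middle cells changed by 0.18, against −0.0085 under TMM.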

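In the interaction test, 0 of 5334 genes had a translational efficiency in Middle cells that differed from Young cells at an adjusted p under 0.05, while 64 were higher and 105 lower at an unadjusted p under 0.05. With same-numbered replicates as blocks, 1 gene was higher and 9 were lower after adjustment (87 and 191 before it). Treating each lysate as a block, so that RNA and footprints of one lysate are compared directly, gave 8 higher and 47 lower genes (130 and 334 before adjustment). RNA and footprint counts of the same lysate deviated together from their group means (r = 0.374 in Young and 0.274 in Middle cells, across genes). Simulated libraries of the same depth, in which 200 genes changed, gave 75 recovered genes and 4 false calls in the interaction test without a block. The RNA test of Middle cells recovered 167 genes. In the same simulation, 943 unchanged genes were past 2-fold in translational efficiency. Each library was drawn independently, without the deviations that RNA and footprints of one lysate share. The simulation therefore sets no noise level for these data, and its 75 recovered genes give no exact power. A 2-fold change without a test can still be noise.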

For most genes with changed expression, regulation occurs at the transcriptional level without changes in translational efficiency, that is, the ratio of ribosome footprint counts to total RNA counts of each gene remains the same. The fold change of ribosome footprints is almost equal to that of transcripts with a correlation coefficient of 0.77 (Figure 2A). However, we also detected genes with greater than twofold upregulation and twofold downregulation translationally with age: overall, 133 and 233 genes had upregulation and downregulation by more than twofold, respectively (Figure 2B, Table S1). 

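Across the 4147 genes tested for both RNA and footprints in Middle cells, the log2 fold changes correlated with r = 0.798 (Pearson, across genes, which are not independent replicates). With replicates as a block, r was 0.797. The filter moved it most: without any filter r was 0.536, and with at least 10 counts in every library it was 0.838. In Aged cells r was 0.775 across 4602 genes.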

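In Middle cells, the translational efficiency of 362 of 5334 genes was more than 2-fold higher and that of 473 genes more than 2-fold lower than in Young cells, without a condition on p. With a replicate block, 356 were higher and 458 lower. Apart from leaving out a library, the filter on low counts moved these numbers most, from 814 higher and 750 lower genes with no filter to 22 and 100 with at least 10 counts in every library. Of the genes past 2-fold, 43.4% were higher, against 58.0% (478 higher, 346 lower) when libraries were scaled by their totals. Genes with a mean under 10 footprints per library made up 1440 of those tested, and 32.6% of them were past 2-fold. Of the 1353 genes with at least 50 footprints, 5 were higher and 120 lower.

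**Figure D1:**
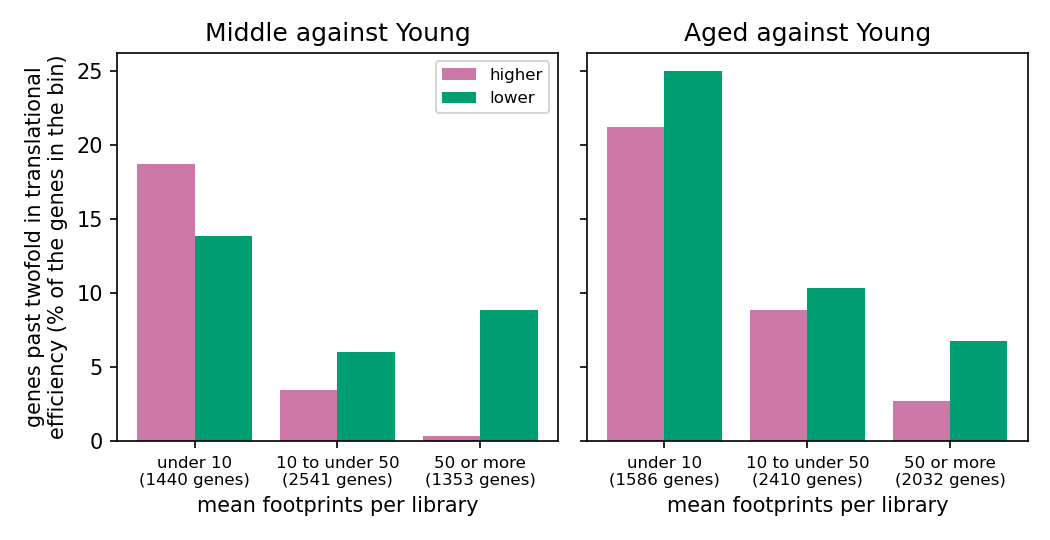
Share of genes whose translational efficiency was more than 2-fold higher or lower than in Young cells (vertical axis, percent of genes) against the mean number of footprints per library (horizontal axis, bins), in Middle and in Aged cells. In Middle cells the share past 2-fold falls from 32.6% of genes with fewer than 10 footprints to 9.24% of those with at least 50, and in the last bin the lower genes outnumber the higher ones.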

We found that genes with greater than twofold increases in translational efficiency with age were significantly enriched (*p* < 0.05) in the processes of chromosome organization (GO: 0051276) and DNA repair (GO: 0006281) (Figure 3A, Table S2). 

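Of the genes that the paper's Table S2 lists under chromosome organization, 30 of 31 had more than 2-fold higher translational efficiency, with a median log2 fold change of 1.43. Their RNA fell by 0.59 at the median while their footprints rose by 0.78. The 19 genes listed under DNA repair all passed 2-fold, with medians of 1.22 for translational efficiency, −0.43 for RNA and 0.85 for footprints. With the block by replicate number, 0 of these genes reached an adjusted p under 0.05 over all genes, where 87 genes of all tested were higher before adjustment. These genes were listed because they passed the 2-fold threshold in these data, so their values are not an independent test. Of the 61 tested genes that the reference annotates directly to DNA repair, 6 were more than 2-fold higher, a 1.54-fold enrichment (one-sided Fisher's exact test, p = 0.19), and 1.57-fold with the block (p = 0.18, Fisher's exact test).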

On the other hand, more GO categories were enriched among the downregulated genes (*p* < 0.05), including cytoplasmic translation (GO: 0002181), amide biogenesis (GO: 0043604), organonitrogen compound biogenesis (GO: 1901566), and cellular amide metabolism (GO: 0043603) (Figure 3A, Table S2). 

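Among the 104 tested genes annotated directly to cytoplasmic translation, 29 had more than 2-fold lower translational efficiency, a 3.28-fold enrichment (one-sided Fisher's exact test, p = 4.2e-09). The enrichment was 2.71-fold with the replicate number as a block (Fisher's exact test, p = 7.1e-06). Of the 41 genes in Table S2 under this term, 40 were past 2-fold, with a median log2 fold change of −1.31 for translational efficiency, −0.06 for RNA and −1.37 for footprints.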

Markedly altered genes are listed in Table S3. 

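The higher translational efficiencies with the smallest p in Middle cells were those of YBL081W, FBP1 and IES2. YBL081W, an uncharacterized reading frame on chromosome II from 71866 to 72972, had a log2 fold change of 4.79 (SE 1.06; adjusted p = 0.026 with the replicate number as a block). Its RNA-Seq counts were 78 and 104 in Young and 5 and 4 in Middle cells, and its RNA changed by −3.47 (adjusted p = 0.047). IES2 changed by 1.95 (SE 0.51, adjusted p = 0.18 with the block). FBP1 had 0 and 2 footprints in Young and 14 and 43 in Middle cells (adjusted p = 0.17 with the block), so its increase has no fold above the floor. Without the block, none of these 3 had an adjusted p under 0.05. With each lysate as a block, FBP1 and IES2 reached adjusted p = 0.015 and 0.013.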

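All retrotransposon genes of Table S3 belong to Ty2. In Middle cells, the translational efficiency of each of the 20 Ty2 genes was more than 2-fold lower than in Young cells, with log2 fold changes from −2.95 (YOR192C-A) to −2.13 (YDR210W-B). YOR192C-A (SE 0.74) and YDR210W-A (−2.75, SE 0.67), both TYA genes, were among the 3 lower genes with the smallest p, together with the plasma membrane ATPase gene PMA2. Their adjusted p was 0.99980 without a block, and 0.022 and 0.026 with the replicate number as a block. Copies of Ty2 share reads, so these genes are not separate observations.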

Among the 10 downregulated genes, 80% were retrotransposon-related genes; the remaining genes were *CCW12* and *PMA2*.

The tendency for more genes to be downregulated was stronger in Aged cells. 

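In Aged cells, the translational efficiency of 605 of 6028 genes was more than 2-fold higher and that of 782 more than 2-fold lower, from 1 footprint library. Under the block by replicate number, the counts were 660 and 828, and with each lysate as a block 721 and 677. Apart from fits that left out a library, they ranged over the settings from 66 to 854 higher and from 307 to 978 lower genes, with the fewest under the filter of at least 10 counts in every library. Of the genes past 2-fold 43.6% were higher, and scaling by library totals gave 34.4% (487 higher, 928 lower) with a median gene at −0.15, against −0.016 under TMM. Among the 2032 genes with a mean of at least 50 footprints, 55 were higher and 137 lower.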

In total, 221 and 504 genes exhibited greater than twofold increases and decreases in translational efficiency, respectively (Figure 2B,C, Table S4). 

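Of the 45 tested genes annotated directly to chromosome segregation, 15 were among the genes with more than 2-fold higher translational efficiency in Aged cells. This was a 3.54-fold enrichment (one-sided Fisher's exact test, p = 7.9e-06), and 2.15-fold with the replicate number as a block (Fisher's exact test, p = 0.014). With at least 10 counts in every library it was 5.32-fold and past the threshold no longer (Fisher's exact test, p = 0.053).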

The upregulated genes were significantly enriched (*p* < 0.05) in the processes of chromosome segregation (GO: 0007059) and mitotic sister chromatid segregation (GO: 0000070) (Figure 3B, Table S5). 

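Among the genes with more than 2-fold lower translational efficiency in Aged cells were 3 of the 19 tested genes annotated directly to ribosome biogenesis, a 1.27-fold enrichment (one-sided Fisher's exact test, p = 0.43), and 1.60-fold with the replicate number as a block (Fisher's exact test, p = 0.23). With each lysate as a block the ratio reversed to 0.512. For rRNA processing, 18 of 72 genes were among them, a 2.01-fold enrichment (Fisher's exact test, p = 0.0025). The block by replicate number gave 1.80-fold (Fisher's exact test, p = 0.010) and the block by lysate 1.08-fold (Fisher's exact test, p = 0.47). Over a separate list of 25 ribosome biogenesis genes, the median log2 fold change of translational efficiency was −0.75 in Aged cells. Of these, 23 were lower and 2 higher, from 1 footprint library.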

The downregulated genes were significantly enriched (*p* < 0.05) in the processes of ribosome biogenesis (GO: 0042254), maturation of SSU-rRNA (GO: 0030490), rRNA processing (GO: 0006364), and ncRNA processing (GO: 0034470) (Figure 3B, Table S5). 

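SYG1 (YIL047C, chromosome IX, 265115 to 267823, minus strand) had a log2 fold change of translational efficiency of −2.85 in Aged cells, and −2.72 with the replicate number as a block. Its footprint counts were 44 and 72 in Young and 9 in Aged cells. Among the higher genes that the paper names in Table S3, DSE2 changed by 3.17 (2.56 with the block) and SFK1 by 2.68 (2.83). Over genes with at least 50 counts on average, the largest fitted increases were those of FLO11, YBL113C and FLO1. FLO11 had 1 and 2 footprints (under the floor) in Young and 55 in Aged cells, and 187 and 159 RNA-Seq counts in Young and 22 and 19 in Aged cells. FLO1 and YBL113C had 0 footprints in both Young libraries and 1 and 3 in Aged cells, so none of the 3 has a fold above the floor. The largest fitted decreases were those of REV1 (4 and 3 footprints in Young and 0 in Aged cells), YOR387C (22 and 113 footprints in Young and 0 in Aged cells) and the Ty1 gene YML045W (2 and 1, and 0), whose Aged counts are all under the floor.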

Among the downregulated genes, 23 were markedly downregulated (Table S3), 87% of which were retrotransposon-related genes; the remaining genes were *HAC1*, *MEP3*, and *SYG1*.

### 3.5. Translation of Ribosome Components Decreases during Aging

Genes with decreased translational efficiency with age were significantly enriched in the processes of cytoplasmic translation, suggesting global downregulation of ribosome components during aging. Therefore, we investigated translational efficiency, RNA-Seq, and ribosome footprints of ribosome components in Middle and Aged cells. The yeast ribosome consists of small (40S) and large (60S) subunits, which are composed of 79 proteins in addition to rRNA. The translational efficiency of many ribosome components decreased more than twofold: the translational efficiency of 22 and 9 components decreased in Middle and Aged cells, respectively (Figure 4A,B). 

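The reference annotation names 137 genes of cytosolic ribosomal proteins, which make 78 components when the counts of paralogs are summed. The median log2 fold change of translational efficiency over the components was −0.74 in Middle cells (camera on the single genes, p of 1.2e-11), 75 components were lower and 26 of them more than 2-fold. With same-numbered replicates as blocks, the median was again −0.74 (camera, p of 1.8e-15) and 18 components passed 2-fold. Among alternatives that kept all libraries and the summed components, scaling by library totals moved the number most, to 13, and fits that each left out one library gave 4 to 64. The lowest component was RPS29 (−3.11) and the highest RPL34 (0.35). The Aged median was −0.56, 74 components were lower and 8 of them more than 2-fold. Blocking on the replicate number gave −0.85 and 30 components, and blocking on the lysate −0.43 and 7. Over the 137 single genes, the Aged median was −0.63, below those of all 10000 random lists of genes matched on abundance.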

As most of the transcriptional activity of ribosome components was reduced, ribosome footprints also decreased in the Middle cells (Figure 4C). 

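RNA of the 78 components had a median log2 fold change of −0.48 in Middle cells (camera on the single genes, p of 6.9e-05), and −0.43 with the replicate number as a block (p of 5.3e-05). It was lower for 66 components and more than 2-fold lower for 14. Between replicates, the median had an SD of 0.57 (pooled over both ages), more than its change. The camera p does not measure that spread. In fits that each left out one library, the RNA median ranged from −0.95 to 0.07. Such a fit breaks a pair of same-numbered Young and Middle cells. Their common number was taken to mean one batch culture, which the labels do not state. Within both pairs the median log2 CPM was lower in Middle cells (6.69 to 5.86 and 5.66 to 5.39). Footprints were lower for all 78 components and more than 2-fold lower for 62, with a median of −1.32 (camera, p of 2.6e-19). The block gave a footprint median of −1.17 (p of 5.2e-21).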

Intrinsic large subunit components such as L15, L20, and L41 were downregulated [46]. 

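In Middle cells, the summed counts of RPL15A and RPL15B had a log2 fold change of translational efficiency of −1.02 (SE 0.63, adjusted p over the components = 0.53), and −0.96 with the replicate number as a block. For RPL20A and RPL20B it was −0.86 (SE 0.54, adjusted p = 0.53), and −0.75 with the block. RPL41A and RPL41B gave −0.63 (SE 0.90, adjusted p = 0.70), and −0.74 with the block. Their footprints changed by −1.07, −1.33 and −1.91.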

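In Aged cells, RNA of all 78 components was more than 2-fold higher than in Young cells, from 1.02 on the log2 scale for RPL3 to 3.22 for RPS13. The median was 2.05 (camera on the single genes, p of 1.6e-67), and 2.15 with the replicate number as a block (p of 3.7e-69). Fits that each left out one library gave medians from 1.60 to 2.63. Footprints in the single Aged library were higher for 77 components and more than 2-fold higher for 61, with a median of 1.47. RPL41, at −0.45, was the exception.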

In comparison, the transcriptional activity of ribosome components increased overall in Aged cells, thus ribosome footprints increased (Figure 4D). 

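In the separate lysates, the median log2 ratio of normalized footprints to normalized RNA over the components was 2.07 and 1.72 in Young, 0.91 and 1.17 in Middle and 1.41 in Aged cells. Both Middle lysates lay below both Young lysates. Fits that each left out one library gave median changes of translational efficiency from −1.4 to −0.09 in Middle and from −1.06 to 0.17 in Aged cells. A direct contrast of RNA between Aged and Middle cells, over single genes, had a median of 2.70 (camera, p of 3.8e-111). The paper draws its conclusion on the translation and the transcription of ribosome components from these decreases of translational efficiency and from the opposite RNA changes at the 2 ages.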

From these results, we conclude that ribosome components are downregulated translationally during the aging process, while their transcription is initially downregulated and then later upregulated.

### 3.6. Translation of Ty1 and Ty2 Transposon Genes Decreases during Aging

We noticed that most genes that were markedly downregulated translationally were retrotransposon-related genes (Table S3). Budding yeast retrotransposons include five families; Ty1, Ty2, Ty4, and Ty5 are considered copia-type (Pseudoviridae), while Ty3 is considered gypsy-type (Metaviridae) [47,48]. In our laboratory strain, S288C, the most abundant transposons are Ty1 (31 copies) and Ty2 (13 copies). These closely related 5.9 kb full-length elements consist of two overlapping open reading frames (ORFs): *TyA* and *TyB* [49]. As the sequence of each Ty family is quite similar, we remapped the RNA-Seq and ribosome profiling reads to the consensus sequences of Ty1–Ty4 to obtain more reliable results. 

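The deposited counts are per gene, and the authors' remapping to consensus sequences is not among them, so the counts of all copies of a family were summed. The reference holds 31 Ty1 elements with 31 TYA and 29 TYB genes and 13 Ty2 elements with 10 of each. In RNA, Ty1 TYA had 578 and 837 counts in Young, 229 and 497 in Middle and 421 and 636 in Aged cells, and Ty1 TYB had 3807 and 7764, 1224 and 3402, and 3394 and 7705. The log2 fold change in Middle cells was −0.11 for Ty1 TYA (SE 0.42, adjusted p = 0.80) and −0.43 for Ty1 TYB (SE 0.47, adjusted p = 0.62), adjusted over the Ty features. With replicates as a block, they were −0.03 and −0.40. The median over single Ty1 TYA genes, in place of their sum, moved the Aged value from 0.32 to −0.50. Whether reads that map to several copies were counted is not stated in the paper's text.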

We first confirmed that the transcriptional levels of Ty1 increased during aging (Figure 5A), as reported previously [50]. 

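The summed Ty1 TYA counts had a log2 fold change of RNA in Aged cells of 0.32 (adjusted p = 0.58), and 0.34 with the replicate number as a block. Ty1 TYB had 0.66 (adjusted p = 0.32), and 0.68 with the block. Neither sum was past 2-fold or past the adjusted threshold of 0.05.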

In particular, its transcriptional level increased more than twofold in Aged cells. 

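Ty2 TYA RNA had a log2 fold change of −1.04 in Middle cells (SE 0.79, adjusted p = 0.47) and −2.02 in Aged cells (adjusted p = 0.045). Ty2 TYB had −1.31 (SE 1.02, adjusted p = 0.47) and −2.15 (adjusted p = 0.045). With a replicate block, the Middle values were −0.99 and −1.25 (adjusted p = 0.41) and the Aged values −1.98 and −2.1 (adjusted p = 0.024 and 0.030). DESeq2 in place of edgeR put the Middle decreases past the threshold, at −1.03 (adjusted p = 0.041) and −1.29 (adjusted p = 0.0099). The single Ty3 TYA gene had 60 and 104 RNA-Seq counts in Young, 14 and 35 in Middle and 29 and 24 in Aged cells, and the 2 Ty4 TYA genes together 45 and 121, 28 and 69, and 19 and 70, in libraries of unequal size.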

On the other hand, the transcriptional levels of other Ty families decreased (Figure 5A). In addition, we found that translational efficiency decreased more than twofold in Ty1 and Ty2 in Middle and Aged cells (Figure 5B). 

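The translational efficiency of the summed Ty2 TYA genes changed by −2.4 on the log2 scale in Middle cells (adjusted p = 0.28) and that of Ty2 TYB by −2.22 (adjusted p = 0.29). With the block by replicate number, the values were −2.38 and −2.22 (adjusted p = 0.0052 and 0.0080). In Aged cells they were −3.43 and −3.33, and −3.73 and −3.62 with the block. For Ty1 TYA the change was 0.34 in Middle and 0.07 in Aged cells (0.31 and −0.38 with the block), and for Ty1 TYB 0.05 and −0.96 (0.05 and −1.23). Deposited TYB counts include the TYA part of the fused reading frame, except in the Ty1 gene YAR009C, which does not span its TYA gene. The TYA genes YLR256W-A and YNL054W-A have no TYB gene, so their counts were not subtracted from the TYB sum. Those of YAR010C, the TYA gene of the same element as YAR009C, were subtracted although the TYB sum does not hold them. Subtracting the TYA counts, an alternative chosen after seeing the data, moved Ty1 TYB most, to −1.63 in Middle and −3.29 in Aged cells. Of single Ty1 genes, 15 of 31 in Middle and 21 of 41 in Aged cells were more than 2-fold lower. Ty1 TYA had 637 footprints over all libraries, of which 77.4% fell in 2 of the 31 copies (YBL005W-A and YMR046C) and 12 copies had none.

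**Figure D2:**
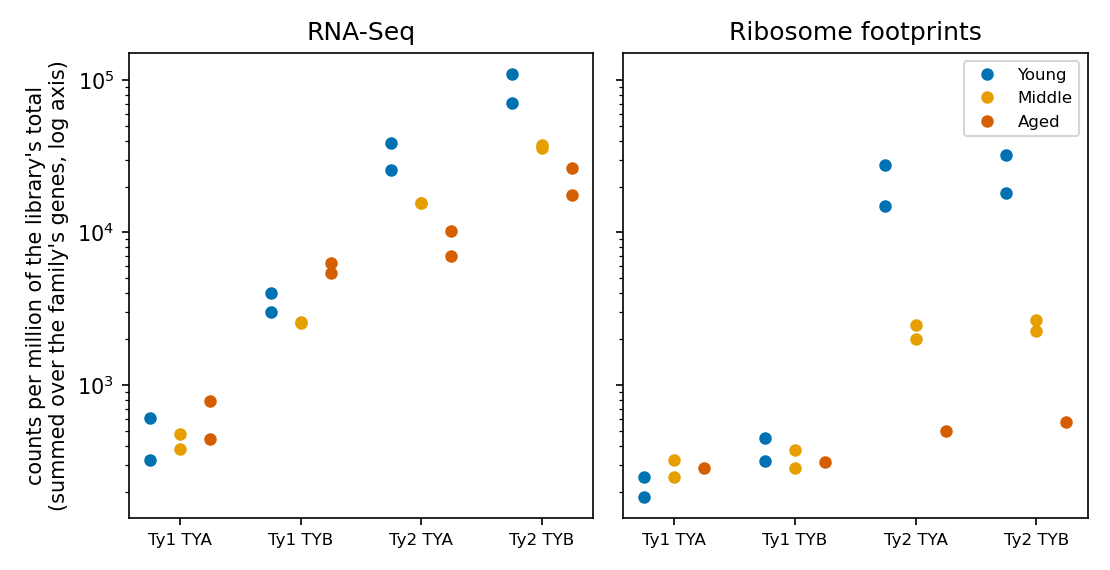
CPM of the library total (vertical axis, log scale) of the summed TYA and TYB genes of Ty1 and Ty2 in each library of Young, Middle and Aged cells, for RNA-Seq and for ribosome footprints. Ty2 TYA falls from 11640 and 7732 footprints in Young cells to 419 and 868 in Middle and 484 in Aged cells, while Ty1 TYA stays between 54 and 275 footprints.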

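Ty2 TYA footprints had a log2 fold change of −3.49 in Middle cells and Ty2 TYB of −3.58 (adjusted p = 0.0065 for each). Under the block by replicate number, they were −3.38 and −3.48 (adjusted p = 2.3e-05). In the single Aged library they were −5.54 and −5.57. Ty1 TYA footprints changed by 0.17 in Middle and 0.30 in Aged cells, and Ty1 TYB by −0.44 and −0.40. Without the TYA counts, a subtraction chosen after seeing the data, Ty1 TYB changed by −2.20 in Middle cells (adjusted p = 0.0044).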

As a result, their final ribosome footprints were reduced (Figure 5C). As the +1 frameshifts of *TyA* and *TyB* ORFs were observed properly (Figure S4), we assumed that the ribosome footprints from Ty were detected correctly. These results suggest that downregulation at the translation level occurs particularly in Ty1 and Ty2, possibly making it difficult for Ty translocation to occur.

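In fits that each left out one library, the change of Ty2 TYA translational efficiency stayed between −2.98 and −1.67 in Middle and between −3.94 and −2.65 in Aged cells. For Ty1 TYA the same fits gave −0.39 to 0.79 and −0.57 to 0.66. All 20 single Ty2 genes were more than 2-fold lower in Aged cells as well. Ty3 TYA had 0 footprints in every Young and Middle library and 2 in Aged cells, and Ty4 TYA had 0 to 8 per library, so changes of TYA translational efficiency in these families rest on counts near the floor. Ty3 TYB had 22 and 47 footprints in Young, 9 and 32 in Middle and 12 in Aged cells, and Ty4 TYB 12 and 28, 4 and 13, and 19. From the decreased translational efficiency, the paper proposes that Ty1 and Ty2 are downregulated at the level of translation, which could hinder their transposition.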

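RAD53 (YPL153C, chromosome XVI, 261727 to 264192, minus strand) had a log2 fold change of translational efficiency of 1.81 in Middle cells (SE 0.73, unadjusted p of 0.030 in edgeR's test). It rests on 3 and 7 footprints in Young and 4 and 8 in Middle cells. RAD54 (YGL163C, chromosome VII, 193707 to 196403, minus strand) changed by 1.62 (SE 0.72, unadjusted p of 0.045), with 4 and 14 footprints in Young and 6 and 35 in Middle cells. Adjusted over these 2 genes alone both were under 0.05, and over all genes neither was. The paper names both because they were higher in these data, so the adjustment over 2 genes is not an independent test. With same-numbered replicates as blocks, the changes were 1.77 and 1.65 (adjusted p over all genes = 0.86 and 0.49). RAD53 RNA changed by −1.01 and RAD54 RNA by −0.01, and RAD54 footprints by 1.53 (adjusted p = 0.12).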

We found that genes involved in DNA repair pathways and chromosomal organization including *RAD53* and *RAD54*, which encode a DNA damage response kinase and a stimulation factor for DNA strand exchange, respectively, were upregulated. Given that Ty1 gene expression increases during replicative aging [50], the aged cells may activate the yeast DNA repair pathway due to the frequent occurrence of Ty1 integration. However, this is unlikely, because we observed ribosome footprint reductions of Ty1 and Ty2 retrotransposon in aged cells. Therefore, DNA damage response pathways may be activated by mechanisms other than transposition of retrotransposons in aged cells. 

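In Aged cells the summed footprints of Ty1 TYA were 275 of 965156, against 104 of 417314 and 96 of 518833 in the 2 Young libraries. Those of Ty1 TYB, which include the TYA part except in YAR009C, were 301 in Aged and 187 and 165 in Young cells. Without the TYA counts, a subtraction chosen after seeing the data, Ty1 TYB footprints changed by −2.68 on the log2 scale. Ty2 TYB had 556 footprints in Aged and 13342 and 9449 in Young cells.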

As the active expression of mitochondrial-related genes in Middle cells reflected a high burden on mitochondrial function, we propose that the DNA damage response may be caused by oxidative reaction with reactive oxygen species (ROS), which is one of the main causes of endogenous DNA damage [51]. We also found evidence suggesting that the aged cells suffered from ROS stress; the transcriptions of superoxide dismutase encoded by *SOD1* and *SOD2*, and catalase encoded by *CAT2*, *CAT8*, and *CTT1* were upregulated (Table S1).

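Of the 5 genes, 4 had an adjusted p under 0.05 for RNA in Middle cells when adjusted over the list, and 3 when adjusted over all genes. The median log2 fold change was 1.68 (camera, p of 1.2e-07). With replicates as a block, the numbers were 5 and 4, and the median 1.72 (camera, p of 1.6e-07). The paper lists these genes because their RNA was higher in these data, so the list is not an independent test. SOD1 (YJR104C, chromosome X, 622550 to 623014) changed by 1.27 (SE 0.36, adjusted p = 0.080), and by 1.29 with the block (adjusted p = 0.039). SOD2 (YHR008C, chromosome VIII, 122889 to 123590) changed by 1.68 (SE 0.34, adjusted p = 0.044), and its adjusted p rose to 0.055 with scaling by library totals and to 0.053 with at least 10 counts in every library. CAT2 (YML042W, chromosome XIII, 192788 to 194800) changed by 2.57 (SE 0.28, adjusted p = 0.012) and CAT8 (YMR280C, chromosome XIII, 827028 to 831329) by 1.84 (SE 0.36, adjusted p = 0.039). At least 3 counts in every library, chosen after seeing the data, put CAT8 at 1.71 (adjusted p = 0.059) and SOD2 at 1.55 (adjusted p = 0.063). CAT8 stayed under 0.05 in the other alternatives that kept all libraries. The reference describes CAT2 as a carnitine acetyltransferase and CAT8 as a transcription factor. CTT1 (YGR088W, chromosome VII, 654634 to 656322), a catalase, changed by 1.34 (SE 0.63, adjusted p = 0.24), and by 1.65 with the block (adjusted p = 0.13). Its RNA was 919 ± 786 CPM (SD, n = 2) in Young and 2385 ± 376 (SD, n = 2) in Middle cells.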

### 3.7. Translational Reduction of HAC1 Leads to Transcriptional Repression of Genes Involved in Protein Folding

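HAC1 (YFL031W) lies on chromosome VI from 75179 to 76147. In Aged cells its translational efficiency was 8.31-fold lower than in Young cells, a log2 fold change of −3.05 from 1 Aged footprint library, and −3.17 with the replicate number as a block. Leaving out one library at a time gave −3.39 to −2.63. In the separate lysates the log2 ratio of normalized footprints to normalized RNA was 0.57 and −0.16 in Young, −0.42 and −0.10 in Middle and −2.94 in Aged cells. The footprint counts of HAC1 were 237 and 227 in Young and 81 in Aged cells, or 664 ± 249 CPM (SD, n = 2) and 104 CPM after TMM scaling. The log2 fold change in Middle cells was −0.40 (adjusted p = 0.99980).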

The translational efficiency of *HAC1* decreased to ≤1/8 of its initial value in Aged cells (Figure 2C, Table S3). Hac1, a basic leucine zipper transcription factor, is regulated in response to endoplasmic reticulum (ER) stress and promotes the transcriptional activation of downstream genes involved in the unfolded protein response (UPR) [52,53]. This suggests that the *HAC1*-dependent UPR, which occurs constitutively without extrinsic stress, is perturbed during replicative aging. To confirm this, we examined the expression levels of representative downstream genes of *HAC1*, including *KAR2*, *FPR2*, *PDI1*, *LHS1*, *EUG1*, and *SCJ1* [54,55,56]. 

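Of the 6 downstream genes, 4 had more than 2-fold lower RNA in Aged cells, and all 6 were lower, with a median log2 fold change of −1.49 (camera, p of 8.3e-06). The adjusted p was under 0.05 for 4 genes when adjusted over the list and for 3 when adjusted over all genes. With a replicate block, these numbers were 5 and 4, and the median −1.51 (camera, p of 2.2e-05). LHS1 (YKL073W, chromosome XI, 296430 to 299075) changed by −2.26 (SE 0.33, adjusted p = 0.0029) and by −2.24 with the block (adjusted p = 2.5e-07). SCJ1 (YMR214W, chromosome XIII, 695350 to 696483) changed by −1.88 (SE 0.32, adjusted p = 0.0051), with the same change and an adjusted p of 1.8e-05 under the block. EUG1 (YDR518W, chromosome IV, 1478608 to 1480161) changed by −1.1 (SE 0.39, adjusted p = 0.093). It passed the threshold only with the block, at −1.14 (SE 0.40, adjusted p = 0.029). The SEs of LHS1 and SCJ1 also rose with the block, to 0.38 each, so the smaller p-values did not come from smaller SEs. FPR2 (YDR519W, chromosome IV, 1480425 to 1480832) changed by −0.98 (SE 0.43, adjusted p = 0.16), and passed 2-fold at −1.03 with at least 10 counts in every library. PDI1 (YCL043C, chromosome III, 48653 to 50221, minus strand) changed by −0.74 (SE 0.38, adjusted p = 0.24).

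**Figure D3:**
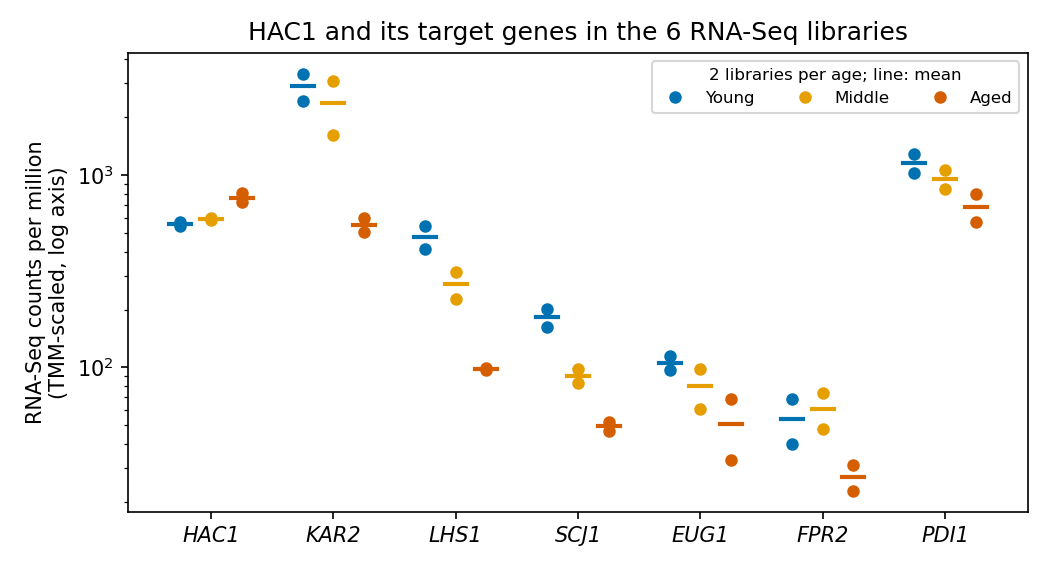
RNA of HAC1 and its 6 downstream genes in Young, Middle and Aged cells, in TMM-scaled RNA-Seq CPM (vertical axis, log scale). Each point is 1 of 6 libraries and each line marks the mean of an age. KAR2 falls from a mean of 2890 CPM in Young to 551 in Aged cells, while HAC1 has means of 555 and 764.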

RNA-Seq analysis revealed that five of the six downstream genes showed greater than twofold reductions (false discovery rate of *KAR2* = 2.61× 10^−7^, *LHS1* = 3.04 × 10^−6^, and *SCJ1* = 4.40 × 10^−4^) in gene expression in Aged cells (Figure 6A,B). A fivefold decrease in transcription level was observed for *KAR2*, which is involved in several processes related to ER functions. 

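KAR2 (YJL034W, chromosome X, 381327 to 383375) had 2890 ± 663 RNA CPM (SD, n = 2) in Young and 551 ± 62.9 (SD, n = 2) in Aged cells, a 5.17-fold decrease. Its log2 fold change was −2.37 (SE 0.44, adjusted p = 0.0068), and −2.36 with the replicate number as a block (SE 0.49, adjusted p = 3.6e-05). The smaller p with the block did not come from a smaller SE. Both Aged libraries were below both Young libraries. With 2 libraries per age, an exact permutation test could not reach a p under 0.05.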

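HAC1 RNA was 555 ± 17.1 CPM (SD, n = 2) in Young, 588 ± 10.6 in Middle and 764 ± 54.9 in Aged cells. The log2 fold change in Aged cells was 0.47 (SE 0.35, adjusted p = 0.41), and the same with the replicate number as a block (adjusted p = 0.47).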

No significant change in *HAC1* gene expression was observed. Although translational control of *HAC1* usually occurs through Ire1-mediated mRNA splicing [54,55,56], this control mechanism seemed unlikely during aging, because we also observed the reduction of intron-containing reads in Aged cells (Figure S5). These results suggest that the decreased translation in *HAC1* may attenuate the UPR during replicative aging.

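The footprints of HAC1 had a log2 fold change of −2.68 in the single Aged library, set against an RNA change of the opposite sign. Deposited HAC1 counts cover the coding sequence of both exons together and not the intron, so spliced and unspliced transcripts are not told apart. From the lower translational efficiency of HAC1 and the lower RNA of its downstream genes, the paper proposes that reduced HAC1 translation attenuates the UPR during replicative aging.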

Quality control of proteins in the ER is perturbed during replicative aging [57]. Previous studies indicated that *hac1∆* [58] and an ER-stress response mutant, *med2∆*, have a short RLS [59]. In this study, we observed decreases in *HAC1* translation and RNA levels of downstream genes during replicative aging. This has a negative effect on RLS. Translational control of *HAC1* occurs through Ire1-mediated mRNA splicing [54,55,56]. However, we noted a reduction in intron-containing reads in Aged cells, implying that translation reduction of *HAC1* may be regulated independently from the splicing-mediated mechanism.

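In the reference, the HAC1 coding sequence is made of a first exon from 75179 to 75839 and a second from 76092 to 76147 on the plus strand of chromosome VI. Between them lies an intron of 252 nt, from 75840 to 76091. The intron starts with CCGTGATTACGATGA and ends with TGCTTGTACTGTCCG.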

### 3.8. Decreased Cell Wall Biosynthesis during Replicative Aging

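CCW12 (YLR110C, chromosome XII, 369697 to 370098, minus strand) had 3359 ± 1726 footprint CPM (SD, n = 2) in Young and 948 ± 207 (SD, n = 2) in Middle cells, from 1292 and 996 counts in Young and 150 and 340 in Middle cells. Its RNA was 511 ± 238 and 979 ± 560 CPM (SD, n = 2). The translational efficiency in Middle cells was 6.36-fold lower, a log2 fold change of −2.67 (SE 0.78, unadjusted p of 0.0051 in edgeR's test, adjusted p = 0.99980). With the block by replicate number, it was −2.52 (adjusted p = 0.031). Its footprints changed by −1.82 (adjusted p = 0.073), and by −1.73 with the block (adjusted p = 0.017). Its translational efficiency changed by −1.26 in Aged cells.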

The translational efficiency of the mannoprotein encoding gene *CCW12* decreased by 6.3-fold during replicative aging (Figure 2A, Table S3). The yeast cell wall is composed of non-filamentous mannoproteins and filamentous polysaccharides (1,3-β-glucan, 1,6-β-glucan, and chitin), which form a firm extracellular matrix like reinforced concrete [60]. Although no genes encoding mannoproteins are essential to fitness during cell proliferation, they have pivotal roles in the establishment of cell shape. The most important mannoprotein is Ccw12 [61]; the *CCW12* gene encodes a mannoprotein that constitutes 40% of total mannoprotein in a cell, plays a major structural role, and contributes strongly to cell morphogenesis. 

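Over 6 major mannoprotein genes (CCW12, CWP2, SED1, ECM33, TIP1 and CCW14), the median log2 fold change of translational efficiency in Middle cells was −1.06 (camera, p of 8.7e-07), and 5 were more than 2-fold lower. CCW12 alone had an adjusted p under 0.05 over the list, and 0 of the 6 had one over all genes, while 2 had an unadjusted p under 0.05. Under the block by replicate number, the median was −1.1 (camera, p of 4.4e-08), with 4 genes past the threshold over the list and 1 over all genes. CWP2 (YKL096W-A, chromosome XI, 259253 to 259531) changed by −2.09 (SE 0.83), and with each lysate as a block it passed the threshold over all genes at −1.89 (adjusted p = 0.0016), as did CCW12 at −2.53 (adjusted p = 1.6e-08). Without a block, ECM33 (YBR078W, chromosome II, 393123 to 394742) changed by −1.06 (SE 0.49), TIP1 (YBR067C, chromosome II, 372103 to 372735, minus strand) by −1.06 (SE 0.65) and CCW14 (YLR390W-A, chromosome XII, 903724 to 904440) by −1.07 (SE 0.70). SED1 (YDR077W, chromosome IV, 600793 to 601809) changed by −0.73 (SE 0.68). Over the alternatives that kept all libraries, the smallest decreases of ECM33, TIP1 and CCW14 were −0.91, −0.92 and −0.89, short of 2-fold. In fits that each left out one library, CCW12 ranged from −3.32 to −1.94 and CWP2 from −2.86 to −0.88. ECM33 ranged there from −1.57 to −0.71, TIP1 from −1.82 to −0.47 and CCW14 from −2.08 to −0.46.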

Examination of changes in translation of other major mannoproteins revealed that mannoprotein genes such as *CWP2*, *ECM33*, *TIP1*, and *CCW14* decreased translationally by more than twofold (Figure 7A). 

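RNA of the 6 major mannoprotein genes had a median log2 fold change of −0.04 in Middle cells (camera, p of 0.85), and 0 of them had an adjusted p under 0.05 over the list or over all genes, nor an unadjusted p under 0.05 (0 genes). With same-numbered replicates as blocks, the median was 0.07 (camera, p of 0.79), 3 genes were under 0.05 when adjusted over the list or not adjusted, and 0 over all genes. The RNA changes were 0.91 for CCW12 (adjusted p = 0.31), −0.43 for CWP2 (0.72), 0.91 for SED1 (0.23), −0.13 for ECM33 (0.84), −0.92 for TIP1 (0.24) and 0.05 for CCW14 (0.97). CCW14 changed sign to −0.07 with at least 10 counts in every library.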

There were no significant changes in the RNA levels of these genes (Figure 7B). 

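Of 4 minor mannoprotein genes, 3 had more than 2-fold lower translational efficiency in Middle cells, and the median log2 fold change was −1.33 (camera, p of 0.0039). With replicates as a block, the median was −1.15 (camera, p of 0.011). DAN4 changed by −1.54, PST1 by −1.13, TIR1 by −1.52 and CWP1 by −0.44. The number of genes under an adjusted p of 0.05 was 0 over the list and 0 over all genes, with 0 under an unadjusted p of 0.05 and 1 with the block.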

The other minor mannoprotein genes (e.g., *CWP1*, *DAN4*, *PST1*, and *TIR1*) were also downregulated (Table S1). In addition, we found that *FKS1*, encoding the catalytic subunit of 1,3-β-glucan synthase, decreased transcriptionally and translationally by more than twofold (Figure 7C,D). 

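FKS1 (YLR342W, chromosome XII, 809997 to 815627) had 812 ± 136 RNA CPM (SD, n = 2) in Young and 303 ± 1.29 (SD, n = 2) in Middle cells, a log2 fold change of −1.45 (SE 0.33, adjusted p = 0.055). With a replicate block, it was −1.43 (adjusted p = 0.033), and DESeq2 (adjusted p = 0.0044), a joint fit of the 3 ages (adjusted p = 0.031) and no filter (adjusted p = 0.044) also put it past the threshold. Its footprints changed by −2.90 (adjusted p = 0.016), and by −2.67 with the block. The translational efficiency changed by −1.39 (SE 0.64, unadjusted p of 0.049 in edgeR's test), and by −1.28 with the block (adjusted p = 0.80). In Aged cells the RNA change was −0.22 and that of translational efficiency −1.81.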

Western blotting experiments also indicated the reduction of Fks1 protein level in Middle and Aged cells (Figure 7E,F). Thus, deficiencies in mannoprotein and 1,3-β-glucan biosynthesis may lead to cell wall instability during replicative aging.

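Over 5 genes of glucan synthesis (FKS1, GSC2, KRE6 and RHO1 among them), the median log2 fold change of translational efficiency in Middle cells was −0.16 (camera, p of 0.21), and −0.20 with the replicate number as a block (camera, p of 0.16). FKS1 was the only one of the 5 past 2-fold. In fits that each left out one library, FKS1 ranged from −2.02 to −0.59, short of 2-fold without the first Young footprint library. GSC2 changed by −0.13, KRE6 by −0.55 and RHO1 by 0.10. From the lower translational efficiency of mannoprotein genes and the lower RNA, translational efficiency and protein level (Western blots) of FKS1, the paper proposes that mannoprotein and 1,3-β-glucan synthesis become deficient and the cell wall unstable.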

Our data suggest translational regulation of genes that affect cell wall synthesis during replicative aging. Therefore, cell wall synthesis is presumably insufficient in aged cells, causing the cell wall to become fragile. This insufficiency may explain why some cells burst at the end of their RLSs [62].

### 3.9. Decreased Ammonium Permease during Replicative Aging

For ammonium uptake and sensing, budding yeast requires ammonium permease localized to the plasma membrane, which is encoded by *MEP1*, *MEP2*, and *MEP3* [63,64,65]. As one ammonium permease, *MEP3*, showed marked downregulation of translational efficiency in Aged cells (*p* < 0.01, Figure 2C, Table S3), we examined the translational changes of the other two ammonium permeases. 

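MEP3 (YPR138C, chromosome XVI, 810984 to 812453, minus strand) had 18 and 46 footprints in Young and 7 in Aged cells. The log2 fold change of its translational efficiency in Aged cells was −2.91, and −2.71 with the replicate number as a block. It was −1.62 in Middle cells (SE 0.76, adjusted p = 0.99980).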

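MEP1 (YGR121C, chromosome VII, 731449 to 732927, minus strand) had 83 and 137 footprints in Young and 52 in Aged cells, with a log2 fold change of translational efficiency of −1.15 with and without the replicate number as a block. MEP2 (YNL142W, chromosome XIV, 357453 to 358952) had 34 and 109 footprints in Young and 16 in Aged cells, with a change of −2.37, and −1.70 with the block. The median of MEP1, MEP2 and MEP3 was below those of all but 0.02% of 10000 random lists matched on abundance. The paper examined this family because MEP3 was markedly lower in these data, so the rank is not an independent test.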

As shown in Figure 8A, the translation of *MEP1* and *MEP2* also decreased by more than twofold. There were no significant changes in the expression of these genes (Figure 8B). These results suggest that aged yeast cells have decreased ammonium permease levels.

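For RNA in Aged cells, 1 of the 3 permease genes had an adjusted p under 0.05 over the list and 0 over all genes, with 1 under an unadjusted p of 0.05. The median log2 fold change was −0.67 (camera, p of 0.16), and −0.76 with the replicate number as a block (camera, p of 0.13). MEP1 changed by −0.91 (adjusted p = 0.076), MEP2 by −0.67 (adjusted p = 0.33) and MEP3 by −0.19 (adjusted p = 0.75). In a joint fit of the 3 ages MEP1 passed the threshold at −0.91 (adjusted p = 0.040).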

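Footprints changed by −2.15 for MEP1, −3.13 for MEP2 and −3.18 for MEP3 on the log2 scale in the single Aged library. From the decreased translation of the 3 permease genes, the paper proposes that aged cells have lower levels of ammonium permease.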

During NH_4_^+^ uptake, intracellular charge balance is maintained by plasma membrane H^+^-ATPase [64], which is encoded by *PMA1* and *PMA2* [66]. We found that the translational efficiency of the minor gene *PMA2* was decreased by more than eightfold in Middle cells. 

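PMA2 (YPL036W, chromosome XVI, 482843 to 485686) had 176 and 152 footprints in Young and 11 and 19 in Middle cells. Its translational efficiency in Middle cells was 8.75-fold lower, a log2 fold change of −3.13 (SE 0.64, unadjusted p of 3.4e-04 in edgeR's test), the smallest p among the lower genes. With the block by replicate number, it was −3.06 (adjusted p = 0.0070). Footprints changed by −3.0 (adjusted p = 0.015) and RNA by 0.16 (adjusted p = 0.84). PMA2 and PMA1 are paralogs, and how reads shared by them were counted is not stated.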

Although the major gene *PMA1* showed no marked translational downregulation (Figure 8C), it showed decreased gene expression level (Figure 8D, Table S1). These results suggest that *PMA1* and *PMA2* are differentially downregulated at the transcriptional and translational levels, respectively.

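PMA1 (YGL008C, chromosome VII, 479910 to 482666, minus strand) had a log2 fold change of translational efficiency of −0.97 in Middle cells (SE 0.79), and −0.83 with the replicate number as a block. Its RNA was 3051 ± 914 CPM (SD, n = 2) in Young and 782 ± 408 (SD, n = 2) in Middle cells, a change of −2.0 (SE 0.54, adjusted p = 0.071). The block gave −2.07 (adjusted p = 0.029), and DESeq2 (adjusted p = 6.7e-04), a joint fit of the 3 ages (adjusted p = 0.036) and scaling by library totals (adjusted p = 0.047) also put the RNA change past the threshold.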

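PMA1 footprints changed by −3.02 on the log2 scale in Middle cells (adjusted p = 0.023), close to the change of PMA2 footprints. In Aged cells the RNA change was −1.01 for PMA1 and 0.02 for PMA2, and that of translational efficiency −0.68 and −1.70. From the RNA of PMA1 and the translational efficiency of PMA2, the paper proposes that the 2 genes are downregulated at different levels.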

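The 500 nt upstream of the MEP3 start codon in the reference hold 7 ATG triplets, at 372, 346, 319, 306, 287, 279 and 106 nt before it. Their reading frames have 5, 12, 3, 2, 32, 72 and 4 codons, and all end before the coding sequence. The shorter ones include ATGACCCTTTTTAGTTAA and ATGTTAAGTTAA. The deposited counts cover coding sequences, so they hold no footprints of these frames.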

The most strongly downregulated *MEP3* gene contains an upstream ORF (uORF), which is present in only 8.3% of normal yeast genes [67]. Since uORFs are involved in the translational control of *GCN4* and *CPA1* [68], it is possible that uORFs affect the translational efficiency in aged cells. However, we have no direct evidence that the uORF in *MEP3* plays a role in translational repression. The mechanism of translational regulation of *MEP3* during replicative aging warrants further research.

### 3.10. Comparison with Other Aging Cells

Translational efficiency has been found to be downregulated in genes during chronological aging, including ribosome genes and genes involved in cytoplasmic translation [69]. However, it has also been reported to be associated with the upregulation of genes during chronological aging, including genes related to autophagy, ion homeostasis, and aerobic respiration [69]. These divergent findings may reflect the essential difference between the RLS and chronological lifespan in yeast. Studies of aged mouse liver, spleen, and muscle cells also showed that genes involved in cytoplasmic translation were downregulated with increasing translational efficiency [70]. Contrasting our results, genes involved in the tricarboxylic acid cycle and oxidative phosphorylation are affected in aged mouse cells [30,70]. Genes related to the extracellular matrix were upregulated during aging in mice, but downregulated during aging in yeast. Taken together, the genes that are upregulated in association with translational efficiency during aging may have implications for characterization of cellular aging.

We propose a new mechanism for translational regulation in replicative aging through ribosome profiling and RNA-seq of aged cells isolated by the MAD system. Diverse cellular processes including translation, transposons, UPR, cell wall synthesis, and ammonium uptake were translationally downregulated in aged cells (Figure 9), although the translational efficiency of genes involved in chromosomal organization and DNA repair pathways were increased. A previous translatome study that used the mother enrichment program, which is an inducible genetic system that eliminates daughter cells specifically, has reported only a global decline in the translation process, presumably because the employed method confers stress to aged cells and results in minimal cell division [71]. The MAD system used in this study enabled the collection of dividing aged cells under the least stressful conditions.

## 4. Conclusions

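Of the genes past 2-fold in translational efficiency, 43.4% were higher in Middle and 43.6% in Aged cells. With scaling by library totals the Middle share was 58.0%, and the median gene moved from −0.072 to 0.076, a shift common to all genes. In Aged cells it stayed below 50% under every scaling, while each lysate as a block gave 51.6%. Leaving out the second Young footprint library or the second Aged RNA-Seq library also put the Aged share above 50%. The second Aged lysate has no footprints, so the block by lysate leaves its RNA out as well. The Middle share passed 50% without the second Middle RNA-Seq library. All other fits that left out one library kept both shares below 50%. Without a filter the shares were 52.0% in Middle and 48.8% in Aged cells, and with at least 10 counts in every library 18.0% and 17.7%.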

More genes exhibited translational downregulation than upregulation in dividing aged yeast cells. Among the small number of upregulated genes are genes involved in DNA repair and chromosome organization. The numerous downregulated genes included those involved in cytoplasmic translation, *TyA* and *TyB* genes of transposons Ty1 and Ty2, the transcription factor *HAC1* that functions in the UPR, genes involved in cell wall synthesis and assembly, and ammonium permeases. We propose that the pathways involved in various cell functions are predominantly regulated translationally, linking diverse phenotypic changes that occur during aging.

## Figures and Tables

**Figure 1:**
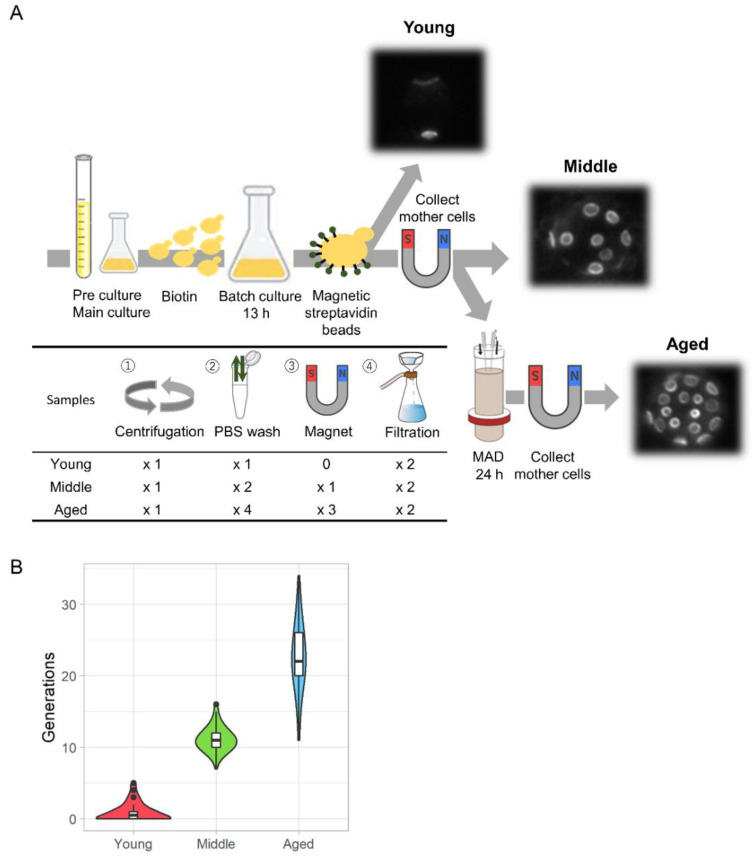
Outline of the experiments. (**A**) Young, Middle, and Aged cells were collected from MAD for RNA-Seq and ribosome profiling experiments. Grey arrows indicate workflows. Yeast cells were treated with EZ-Link Sulfo-NHS-LC-LC-Biotin, collected, and batch-cultured in flasks at 25 °C for 13 h. Middle-aged mother cells were bound to magnetic streptavidin beads, then collected with a magnet (Middle). Supernatant containing the daughter cell fraction was also collected (Young). MAD loading and MAD operation were performed in the vessel associated with the magnet and incubated for an additional 24 h. Finally, the beaded aged cells were collected and purified with a magnet (Aged). The numbers of centrifugations, PBS washes, magnet operations, and filtrations are shown in the inset table. Efforts were made to minimize differences in conditions among samples. (**B**) Distribution of mother cell ages estimated from the numbers of bud scars. Bud scars were counted via staining with wheat germ agglutinin conjugated to Alexa Fluor 488 for 30 min, then observation under a fluorescence microscope.

**Figure 2:**
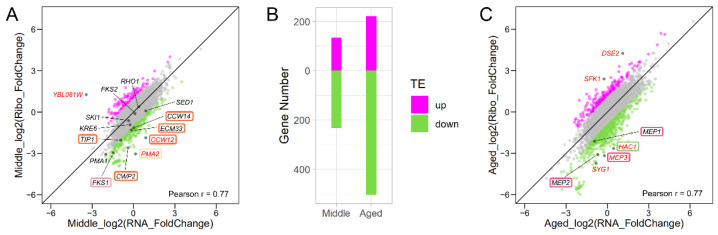
Global analysis of translational efficiency changes in Middle and Aged yeast cells. (**A**) Translational efficiency changes in Middle cells. Genes with translational efficiency increases of more than twofold (magenta), no notable changes (grey), and decreases of more than twofold (green) are plotted. Genes with markedly altered translational efficiency are shown in black with red gene name. Genes with markedly altered translational efficiency are shown in colorful boxes, same color means in a same group. Young yeast cells were used as the control. (**B**) Genes with upregulated and downregulated translational efficiency (TE) in Middle and Aged cells are shown. (**C**) Translational efficiency changes in Aged cells. Color legend is identical to (**A**).

**Figure 3:**
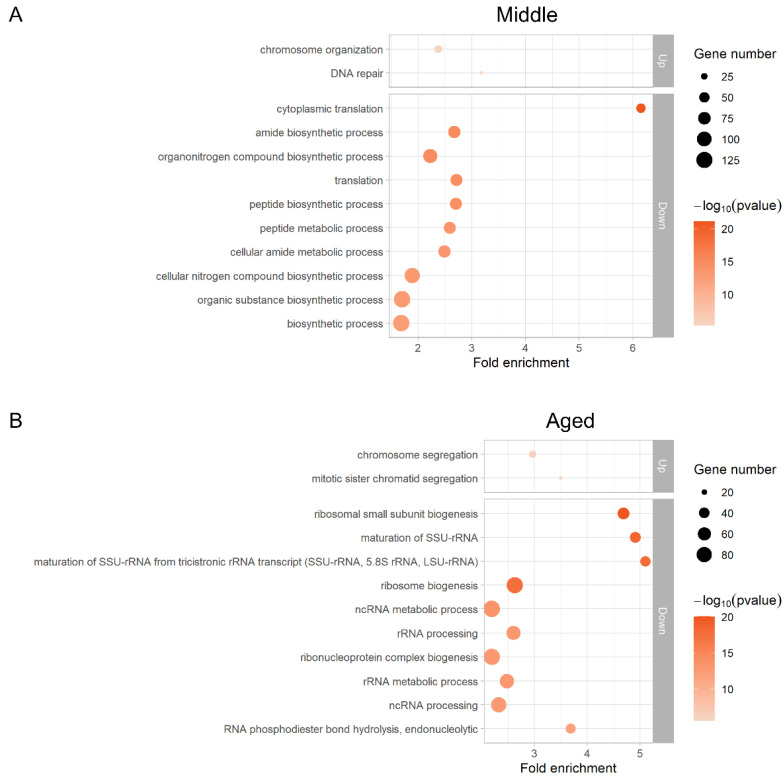
GO enrichment results of genes with significantly changed translational efficiency. Upregulated genes with changes of more than twofold compared to Young cells were analyzed (*p* < 0.05). Fold enrichment and *p*-values are shown. The size of the circle indicates the number of genes associated with the GO term. (**A**) Genes with greater than twofold changes in Middle cells. (**B**) Genes with greater than twofold changes in Aged cells.

**Figure 4:**
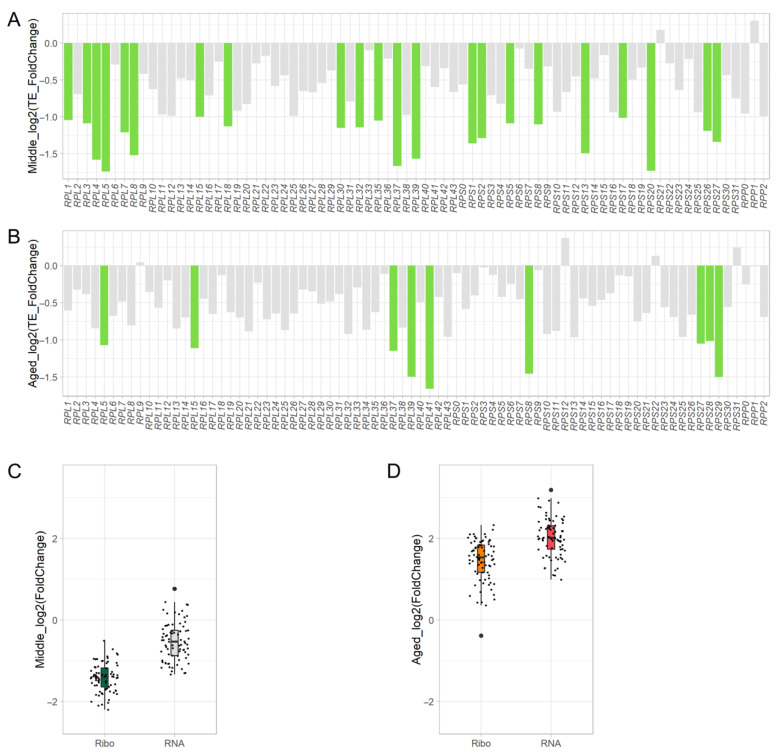
Translation of ribosome components decreases during aging. Changes in translational efficiency (TE) of ribosome proteins in Middle (**A**) and Aged (**B**) cells. Green indicates downregulation by more than twofold. Young yeast cells were used as the control. Changes in Ribo-Seq and transcription in Middle (**C**) and Aged (**D**) cells. Orange and dark green indicate upregulation and downregulation of Ribo-Seq, respectively, by more than twofold. Red indicates upregulation of transcription by more than twofold. The outlier is shown as a large black dot.

**Figure 5:**
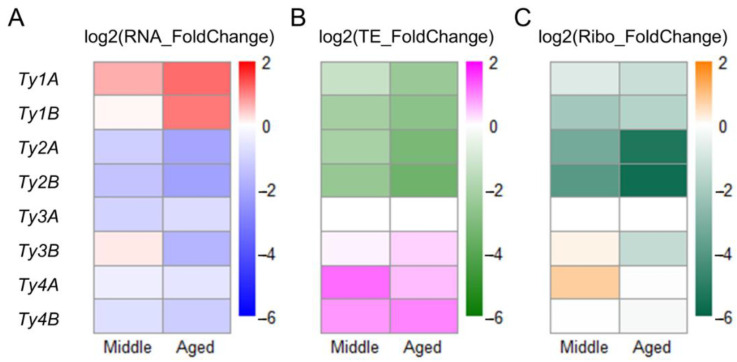
Changes in expression of *TyA* and *TyB* genes in Middle and Aged cells. Young cells were used as a control. (**A)** Changes in transposon RNA. Red and blue indicate upregulation and downregulation, respectively. (**B**) Changes in transposon translational efficiency (TE). Magenta and green indicate upregulation and downregulation, respectively. (**C**) Changes in transposon Ribo-Seq footprints. Orange and dark green indicate upregulation and downregulation, respectively. Ty5 genes were not detected.

**Figure 6:**
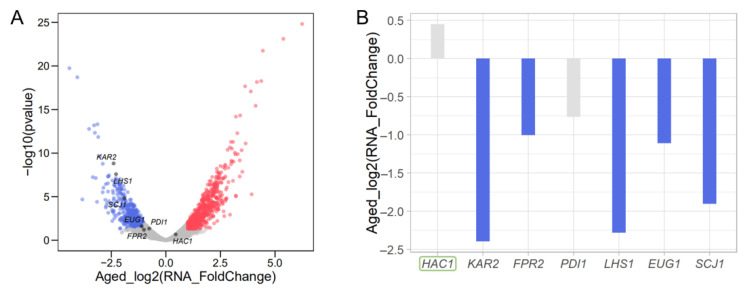
Changes in transcription levels of *HAC1* and its downstream genes. Volcano plot (**A**) and bar plot (**B**) of changes in Aged cells are shown. Red and blue indicate upregulated and downregulated genes, respectively. Young cells were used as a control. Upregulated (red) and downregulated (blue) expression changes of more than twofold compared to Young cells are shown. Grey indicates no notable changes. *HAC1* is indicated by the green box.

**Figure 7:**
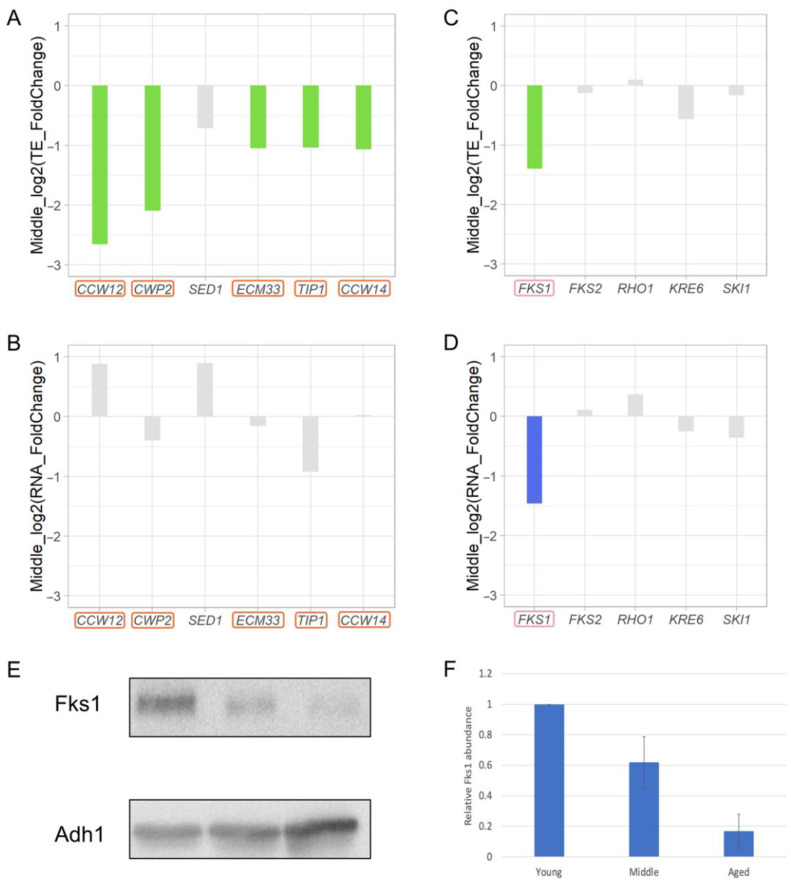
Translation of genes involved in cell wall synthesis decreases. Changes in translational efficiency (**A**) and RNA (**B**) of genes encoding major mannoprotein components and changes in translational efficiency (**C**) and RNA (**D**) of genes involved in cell wall synthesis in Middle cells are shown. Green indicates downregulation of translational efficiency by more than twofold. Blue indicates downregulation of RNA by more than twofold. Grey indicates no notable changes. Genes with decreased translational efficiency more than two-fold are indicated by the red box. Young cells were used as a control. (**E**) Western blotting analysis of Fks1 protein in Young, Middle, and Aged cells. Adh1 served as a loading control. (**F**) Relative quantitative Fks1 protein level of the Western blotting results. Young is shown as 100%. The means and standard errors of 6 experimental replicates of 2 biological replicates are shown.

**Figure 8:**
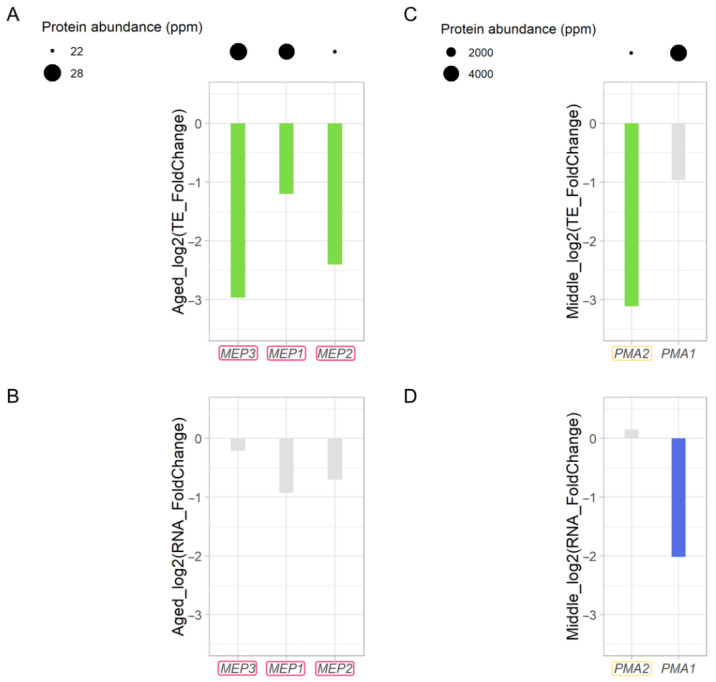
Translation of genes encoding ammonium permease and plasma membrane H^+^-ATPase decreases in Aged cells. Changes in translational efficiency (**A**) and RNA (**B**) of *MEP3*, *MEP1*, and *MEP2* genes (indicated by the red box) and changes in translational efficiency (**C**) and RNA (**D**) of *PMA2* (indicated by the yellow box) and *PMA1* genes are shown. Green indicates downregulation of translational efficiency by more than twofold. Blue indicates downregulation of RNA by more than twofold. Grey indicates no notable changes. Young cells were used as a control.

**Figure 9:**
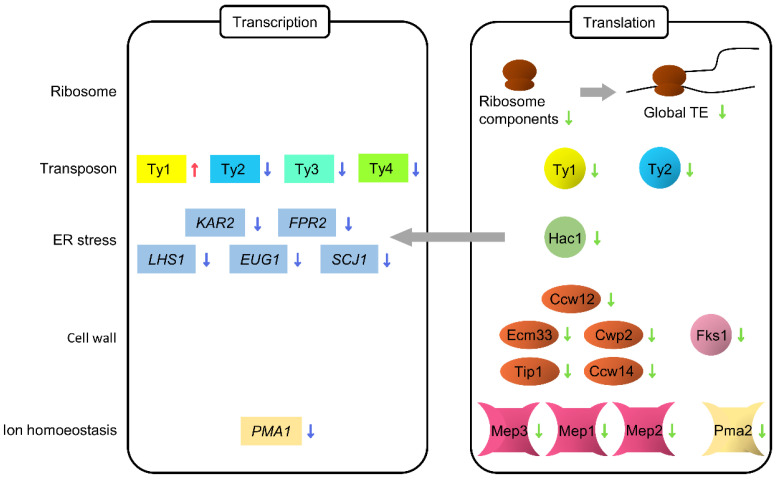
Possible transcriptional and translational regulation during replicative aging in yeast. The grey arrow shows the regulation by the transcription factor, Hac1.

## Data Availability

The ribosome profiling and RNA-Seq data used in this study were deposited in the Gene Expression Omnibus (GEO, GSE203147) of the National Center for Biotechnology Information (NCBI). Other source data are available from the corresponding author upon request.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/jof8090938/s1. Figure S1: The photo of MAD. Peristaltic pumps were used to control media flow. Neodymium ring magnets were used for Aged cells collection; Figure S2: GO enrichment analysis of transcriptionally upregulated genes in Middle cells. Upregulated genes with changes of more than twofold compared to Young cells were analyzed (*p* < 0.05). Fold enrichment and *p*-values are shown. The size of the circle indicates the number of genes associated with the GO term; Figure S3: Quality of ribosome profiling data. (A–E) Lengths of the ribosome footprints obtained from Young #1 (A), Young #2 (B), Middle #1 (C), Middle #2 (D), and Aged #1 (E) cells. Red arrows indicate the largest (28 nt) and second largest (20 nt) peaks. (F–J) 5′ end of the accumulating ribosome footprints obtained from Young #1 (F), Young #2 (G), Middle #1 (H), Middle #2 (I), and Aged #1 (J) cells. Distances from the start codon (nt) are shown. The 5′ UTR (black line) and ORF (orange box) are shown at the bottom. (K–O) 3′ end of the accumulating ribosome footprints obtained from Young #1 (K), Young #2 (L), Middle #1 (M), Middle #2 (N), and Aged #1 (O) cells. Distances from the stop codon (nt) are shown. The ORF (orange box) and 3′ UTR (black line) are shown at the bottom; Figure S4: Frame shift between Ty1 and Ty2 genes. (A) Schematic illustration of frame shift site. Light blue and light grey show *TyA* and *TyB*, respectively. The frame shift site is indicated by the black arrow. Fraction of frames in (B) Ty1 and (C) Ty2 genes. *TyA* and *TyB* genes were analyzed in Young #1, Young #2, Middle #1, Middle #2, and Aged #1 samples. Frame shift is observed at +1 site; Figure S5: Splicing in the *HAC1* gene. Ratio of intron-containing reads to total reads mapped to *HAC1* was compared among Young, Middle, and Aged cells; Table S1: Changes in translational efficiency in Middle cells; Table S2: GO enrichment analysis of genes with altered translational efficiency in Middle cells; Table S3: Genes with markedly altered translational efficiency in Middle and Aged cells; Table S4: Changes in translational efficiency in Aged cells; Table S5: GO enrichment analysis of genes with altered translational efficiency in Aged cells.

## Abbreviations

Aged, aged cells obtained by culturing in MAD for 24 h; MAD, miniature chemostat aging device; GO, Gene Ontology; MEP, mother enrichment program; Middle, middle-aged cells obtained by batch culture for 13 h; RNA-Seq, RNA sequencing; RLS, replicative lifespan; Ty, transposon yeast family; UPR, unfolded protein response; uORF, upstream open reading frame; Young, young cells.

How the deposited data were processed for this re-analysis (not part of the article)

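RNA-Seq and ribosome profiling libraries came from the diploid yeast strain BY4743 at 3 ages. There were 6 RNA-Seq libraries (2 each of Young, Middle and Aged cells) and 5 footprint libraries (2 each of Young and Middle cells and 1 of Aged cells). The deposited table of each library holds read counts that the authors made by trimming with Fastp, removing reads on non-coding RNA, aligning the rest to the S288C genome with STAR and counting reads per coding sequence, without normalization. RNA-Seq reads were placed by a fixed offset of 15 nt and footprints by an A-site offset that depends on their length. A second column, as deposited, is the length of each coding sequence in codons without the first and last 5 codons, identical in every table. It equals the length in the reference minus 10 codons for 99.4% of the genes found there. The annotation version, the use of strand and the treatment of reads that map to several places are not stated.

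Counts of 6668 genes were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and, as an alternative, DESeq2 1.42.0. Each age was compared with Young cells in a separate fit. Genes were kept by filterByExpr, libraries were scaled by TMM, and a quasi-likelihood test was made for RNA in Middle and Aged cells and for footprints in Middle cells. The age-by-assay interaction of a joint fit of RNA-Seq and footprint counts gave the change of translational efficiency, with TMM over all libraries of the fit. Tests were two-sided and p-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. Footprints and translational efficiency in Aged cells have 1 footprint library, so only fold changes are given for them. Lists of genes were tested with camera at an inter-gene correlation of 0.01, or ranked among 10000 random lists matched on abundance or length (seed 1). With the correlation fixed, a camera p does not measure the spread of a list's median between cultures. GO terms were tested with one-sided Fisher's exact tests on the reference's direct annotations with experimental evidence, a choice made after seeing the data. The counts of paralogous ribosomal protein genes (137 genes, 78 components) and of the copies of each Ty family were summed.

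Genes named in the text are those that the paper names in its results, figures or Table S3. Added to them are the 3 genes with the smallest p in each direction of RNA Middle, RNA Aged, footprints Middle and translational efficiency Middle, and the 3 with the largest fold change in each direction among genes with at least 50 counts on average for footprints and translational efficiency in Aged cells. Values per library are TMM-scaled counts per library size (CPM), and errors of means are SDs.

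Replicate blocks rest on the replicate numbers in the library titles. The title of the Aged footprint library has no number, and it was taken as replicate 1 from the legend of Figure S3, so the Aged values of translational efficiency under both blocks rest on this choice. RNA-Seq and footprints of one number and age were taken to come from one lysate. Young and Middle cells of one number were taken to come from one batch culture, which the labels do not state. Pairing was checked by correlating, across 5574 genes, the deviations of same-numbered libraries from their group means. Over all pairs of groups the correlations were between 0.00876 and 0.374. For Young and Middle cells they were 0.201 in RNA and 0.0700 in footprints, which does not establish a shared culture.

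Libraries held 168247 to 2585717 counts, so 3 counts correspond to 1.16 to 17.8 CPM. The tests were tested on simulated data of the same depth and dispersion with 200 changed genes, each library drawn independently. For RNA in Middle and Aged cells, footprints in Middle cells and translational efficiency in Middle cells, edgeR recovered 167, 175, 161 and 75 of them, with 7, 12, 7 and 4 false calls.

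The alternatives tried were DESeq2's size factors, library totals, TMM without ribosomal protein genes, TMM within each assay, at least 10 counts in every library, no filter, a joint fit of the 3 ages, DESeq2, a block by replicate number, a block by lysate, other ways to combine paralogs and Ty copies, and leaving out each library in turn. With a library left out, one group keeps 1 library, so only fold changes were computed (at a dispersion of 0.1). Added after seeing the data were a filter of at least 3 counts in every library, with edgeR and with DESeq2, and Ty TYB counts without TYA counts. Intron reads of HAC1, upstream reading frames, footprint lengths, bud scars and the Western blots were left out, because the deposited counts do not hold them.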

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

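The tests chosen only after the result was seen were those of scaling, library gap and growth state for ribosomal protein RNA, of handling stress and of the vessel's medium for glucose-repressed genes, of newborn daughters for daughter-specific genes, and of a small share of reads from other samples for the strain's deleted genes.

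Ribosomal protein RNA moved in opposite directions at the 2 ages relative to Young cells, and the difference was tested directly: over the single genes, its median log2 fold change in Aged against Middle cells was 2.70 (camera, p of 3.8e-111). Gene length was excluded, since the Aged median stood at percentile 100 of random lists matched on length. Scaling was excluded as well, with a lowest Aged median of 2.17 for the single genes over the scalings, and so was a single deviating library for the rise in Aged cells, since the lowest Aged library lay 1.68 above the highest Young library. For the fall in Middle cells, the median of the first Middle library (5.86 on the log2 CPM scale) lay above that of the second Young library (5.66), so the ages overlap. Within both same-numbered pairs it fell (6.69 to 5.86 and 5.66 to 5.39), and with the block by replicate number the median change was −0.43 (camera, p of 5.3e-05). That p does not measure the spread between cultures. The growth state of the cultures was examined through 25 ribosome biogenesis genes, whose median RNA change was 0.43 in Aged cells relative to Young cells. Their contrast of Aged against Middle cells was 1.15 (camera, p of 3.4e-10), in the same direction as that of the ribosomal proteins. Aging and a different growth rate in the vessel of the Aged cells could both raise ribosomal protein RNA, so a biological effect of age cannot be told apart from the growth state.

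A list of 20 glucose-repressed genes, which the paper does not discuss, had a median RNA change of 1.70 in Aged cells (camera, p of 3.5e-14; 2.5e-13 adjusted over 7 lists; 17 of 20 genes higher), and 1.93 in Middle cells. Gene length was excluded (percentile 100 among lists matched on length). Stress response genes had a median of −0.17 in Aged cells, but 0.39 in Middle cells (camera, p of 0.0021; 0.0050 adjusted over the 7 lists; 18 of 19 genes higher), so handling stress is not excluded for the rise in Middle cells. The medium in the vessel alone was excluded, since the rise of 1.93 in Middle cells was present before the vessel. Without a block, the Aged against Middle contrast was −0.26. Within both same-numbered pairs, however, the library median was higher in Aged cells (8.96 to 9.20 and 8.90 to 8.92 on the log2 CPM scale). A contribution of the vessel to the Aged values was therefore not excluded. A single deviating library was excluded, with a gap of 1.78 between the lowest Aged and the highest Young library. Middle and Aged cells carried biotin and beads and Young cells did not. This was not tested apart from age, so an effect of age cannot be told apart from it.

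A list of 10 daughter-specific genes had a median RNA change of 0.88 in Aged cells (camera, p of 4.9e-04; 0.0017 adjusted over the 7 lists; 10 of 10 genes higher). Its length-matched percentile was 99.98, so gene length was excluded, and the lowest Aged library lay 0.59 above the highest Young library, so a single library was excluded. In Middle cells the median was 0.35 (6 of 10 genes higher), which does not settle a contribution of newborn daughters in the Aged fraction. Young cells are themselves unlabeled daughters, and whether carried-over daughters would raise these genes above the Young level was not tested. No biological explanation was tested.

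TAR1, a reading frame in the ribosomal DNA that the paper does not discuss, had 151290 RNA-Seq counts over the 6 libraries and 0 footprints over the 5 footprint libraries. It took 2.07% of all RNA-Seq counts. Counting without regard to strand was tested on 7 reading frames nested within a gene on the other strand: the median ratio of their RNA counts per codon to those of the host was 1.09. This is what unstranded counting would give, so antisense ribosomal RNA counted on TAR1 is a candidate explanation. On the same 7 frames, the median ratio of footprints per codon was 0, and 2 had a ratio of at least 0.5. At the median, the pattern was thus limited to RNA-Seq counts. No biological explanation was tested.

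URA3 and LEU2, deleted in both copies by the strain's genotype, had 1130 and 543 counts over the 11 libraries, and HIS3 had 464. The genotype gives HIS3 a deletion allele of another designation than URA3 and LEU2. Whether that allele lacks the whole reading frame is not stated, so the HIS3 counts are no evidence of reads from elsewhere. Reads shared with another locus were excluded: 0% of the 30-nt words of the 3 genes occur elsewhere in the reference. A small share of reads from other samples would give far fewer counts than an ordinary gene, and the lowest ratio of the URA3 count to the median gene of its library was 1.46, while the lowest ratios of LEU2 and HIS3 were 0.419 and 0.545. Whether other samples or a different strain contributed cannot be told apart from these counts, and no biological explanation was tested.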

How the results depend on the processing

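Chosen only after results were seen were the tests with at least 3 counts in every library (edgeR and DESeq2), with Ty TYB counts without TYA counts, and on direct GO annotations. The other alternatives were set before the data were examined. Where a result changed, the cause was not tested. Of 910 comparisons of a named gene result with an alternative, 37 became stronger, 5 weaker, 15 moved and 3 reversed, and the others kept their direction and their side of the threshold. Among other results, 14 became stronger, 3 weaker, 69 moved and 6 reversed, and 614 kept theirs.

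Apart from fits that left out a library, these kept direction and side of the threshold under every alternative: Ty2 TYA footprints in Middle cells (−3.61 to −3.26), KAR2 RNA in Aged cells (−2.43 to −2.27, adjusted p 1.0e-08 to 0.0082) and LHS1 RNA (−2.32 to −2.16). HAC1 translational efficiency in Aged cells, which has no test, stayed between −3.17 and −3.04. The range of adjusted p over the alternatives was 0.015 to 0.50 for Ty2 TYA and 0.0029 to 0.50 for Ty2 TYB RNA in Middle cells, 5.1e-07 to 0.059 for Ty2 TYB RNA in Aged cells, 1.0e-07 to 0.37 for Ty2 TYA and 1.3e-06 to 0.37 for Ty2 TYB translational efficiency in Middle cells, and 0.0044 to 0.79 for Ty1 TYB footprints in Middle cells.

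With at least 10 counts in every library, higher and lower RNA genes in Middle cells numbered 74 and 31, genes past 2-fold in translational efficiency 22 and 100 in Middle and 66 and 307 in Aged cells, and those past 2-fold between lysates 302 in Young and 202 in Middle cells. The correlation of footprint and RNA changes was 0.838 in Middle and 0.819 in Aged cells, the enrichment of chromosome segregation 5.32 (Fisher's exact test, p = 0.053), Ty2 TYB RNA in Aged cells −2.21 (adjusted p = 0.059) and CCW14 RNA reversed to −0.072.

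With no filter, the correlations were 0.536 and 0.557, the lower RNA genes in Middle cells 90, the footprint genes 268 and 382, and translational efficiency in Middle cells 814 higher and 750 lower. DNA repair reversed to 0.897 and Ty1 TYB translational efficiency in Middle cells to −0.0023. In a joint fit of the 3 ages, RNA genes in Middle cells were 217 and 120, DNA repair reversed to 0.939 and Ty1 TYB to −0.043.

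DESeq2 gave 259 and 141 RNA genes in Middle cells and, for Ty2 TYA and TYB, RNA changes of −1.03 (adjusted p = 0.041) and −1.29 (adjusted p = 0.0099) and translational efficiency changes of −2.4 and −2.22 (adjusted p = 0.0063 for each). Scaling by library totals gave 209 higher footprint genes in Middle cells and 13 ribosomal components past 2-fold. TMM within each assay gave 13 components in Aged cells.

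The block by replicate number gave 337 and 204 RNA genes in Middle cells, 466 lower in Aged cells, 281 and 400 footprint genes, 1 and 9 genes of translational efficiency and, in Aged cells, 30 ribosomal components with a median of −0.85. Under it the translational efficiency of Ty1 TYA in Aged cells was −0.38, of Ty1 TYB −1.23, of Ty2 TYA −3.73 (Middle −2.38) and of Ty2 TYB −3.62 (Middle −2.22). The block by lysate gave 8 and 47 genes, 16 components, Ty1 TYA −0.40 in Aged cells, Ty2 TYA −2.34 (adjusted p = 1.0e-07) and Ty2 TYB −2.18 (adjusted p = 1.3e-06) in Middle cells, and Ty2 TYB −3.05 in Aged cells. It gave rRNA processing 1.08 and reversed ribosome biogenesis to 0.512.

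Counting each gene separately gave 46 ribosomal genes past 2-fold in Middle and 25 in Aged cells. The median of single Ty1 genes gave −0.50 for TYA RNA in Aged cells, 0.021 and 0.54 for TYA translational efficiency in Middle and Aged cells, and −1.50 and −3.27 for TYB.

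Chosen after seeing the data, at least 3 counts in every library gave 17 and 3 RNA genes in Middle cells, 306 more than 2-fold higher at an unadjusted p under 0.05, 180 and 271 footprint genes, translational efficiency 172 and 175 in Middle and 262 and 453 in Aged cells, a correlation of 0.767 in Aged cells and CCW14 RNA −0.095. DESeq2 with that filter, also chosen after seeing the data, gave 210 and 148 RNA genes, translational efficiency 133 and 233 in Middle and 220 and 503 in Aged cells, 4 lower genes after adjustment, the correlation 0.767, DNA repair 2.87 (Fisher's exact test, p = 0.049) and CCW14 RNA −0.093. Its Ty2 TYA and TYB RNA changes in Middle cells were −1.17 (adjusted p = 0.015) and −1.44 (adjusted p = 0.0029), and those of translational efficiency −2.4 and −2.22 (adjusted p = 0.0062 for each). Ty1 TYB without TYA counts, chosen after seeing the data, gave footprints of −2.20 (adjusted p = 0.0044) in Middle and −2.68 in Aged cells, and translational efficiency of −1.63 and −3.29.

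Fits that each left out one library gave the following ranges. Correlations ran from 0.656 to 0.801 in Middle and from 0.694 to 0.789 in Aged cells, complex III from 1.30 to 2.39 and complex IV from 1.49 to 3.0. Genes of higher translational efficiency ran from 308 to 710 in Middle and from 641 to 1086 in Aged cells, and lower ones in Middle cells from 453 to 1053. Ribosomal components past 2-fold ran from 4 to 64 in Middle and from 1 to 49 in Aged cells. Ribosomal medians ran from −0.95 to 0.07 (RNA Middle), 1.60 to 2.63 (RNA Aged), −1.83 to −0.58 (footprints Middle), 0.93 to 2.16 (footprints Aged), −1.4 to −0.091 (translational efficiency Middle) and −1.06 to 0.17 (translational efficiency Aged). Ty1 TYA ran from −0.56 to 0.55 (RNA Middle), −0.39 to 0.79 (translational efficiency Middle) and −0.57 to 0.66 (Aged), and Ty1 TYB from −0.71 to −0.092, −0.41 to 0.50 and −1.34 to −0.46. Ty2 TYA ran from −1.39 to −0.58 (RNA Middle), −2.36 to −1.58 (RNA Aged), −4.0 to −2.71 (footprints Middle), −6.11 to −4.77 (footprints Aged), −2.98 to −1.67 (translational efficiency Middle) and −3.94 to −2.65 (Aged). Ty2 TYB ran, in the same order, from −1.66 to −0.83, −2.50 to −1.69, −4.06 to −2.86, −6.11 to −4.86, −2.78 to −1.56 and −3.80 to −2.61.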

Differences from the paper's values

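Of 96 values compared with the paper's, 21 differed. A gap is called closed when the larger value is no more than 1.5 times the smaller one or, for log2 fold changes, when the sign is the same and the difference is within the spread between replicates. A closed gap can thus leave different values. The tests chosen only after results were seen were those with at least 3 counts in every library (edgeR and DESeq2), with Ty TYB counts without TYA counts, and on direct GO annotations. The other alternatives were set before the data were examined.

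In Middle cells, 362 genes had more than 2-fold higher translational efficiency, against the paper's 133. None of the alternatives set before the data were examined closed the gap (22 to 814 genes, with 308 to 710 when one library was left out). At least 3 counts in every library, with edgeR (172) and with DESeq2 (133), closed it, and both were chosen after seeing the values. For lower genes, 473 stood against the paper's 233. Scaling by library totals (346) closed this gap and the other alternatives did not, while the same filter with edgeR (175) and DESeq2 (233), chosen after seeing the values, also closed it.

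In Aged cells, 605 genes were higher, against the paper's 221, and none of the alternatives set before the data were examined closed the gap (66 to 854, with 641 to 1086 when one library was left out). The filter of at least 3 counts gave 262 with edgeR and 220 with DESeq2, both chosen after seeing the values. For lower genes, 782 stood against the paper's 504. The block by lysate (677) and leaving out the second Aged RNA-Seq library closed this gap and the other alternatives did not. The second Aged lysate has no footprints, so the block by lysate also leaves its RNA out, and these are not separate alternatives. The filter chosen after seeing the values gave 453 and 503.

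The enrichment of electron transport from ubiquinol to cytochrome c was 11.1, against the paper's 18.6, and no alternative closed the gap (10.7 to 12.0). With 10 of 11 genes of the term already in the list, the enrichment could rise little further. The alternatives therefore could not test this gap. For Aged cells, the KAR2 adjusted p, RNA, was 0.0068, against the paper's 2.6e-07, and the LHS1 adjusted p, RNA, was 0.0029, against the paper's 3.0e-06. No alternative came within 1.5 times the paper's values, but the alternatives lay on both sides of them, from 1.0e-08 to 0.0082 for KAR2 and from 2.5e-07 to 0.0034 for LHS1. The SCJ1 adjusted p, RNA, was 0.0051, against the paper's 4.4e-04, and DESeq2 (3.2e-04) closed it, in a range of 1.8e-05 to 0.0079 over the alternatives.

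For Ty1, the paper's values are those of its heat map. TYA RNA was −0.11 in Middle cells (the paper's about 0.7 in Fig. 5, read by eye) and 0.32 in Aged cells (the paper's about 1.2 in Fig. 5, read by eye). TYB RNA was −0.43 in Middle cells (the paper's about 0.1 in Fig. 5, read by eye) and 0.66 in Aged cells (the paper's about 1.1 in Fig. 5, read by eye). Scaling by library totals (0.74) closed the gap of TYB RNA in Aged cells, as did leaving out the second Aged (0.85) or the first Young RNA-Seq library (0.98). Leaving out these libraries also closed that of TYA RNA in Aged cells (0.74 and 0.96). That of TYA RNA in Middle cells closed without the second Middle (0.17) or the first Young RNA-Seq library (0.55), and that of TYB RNA in Middle cells stayed below 0 under every alternative, closest without the first Young RNA-Seq library (−0.092). The translational efficiency of TYA was 0.34 in Middle cells (the paper's about −1.3 in Fig. 5, read by eye) and 0.071 in Aged cells (the paper's about −2.4 in Fig. 5, read by eye). That of TYB was 0.05 in Middle cells (the paper's about −2.1 in Fig. 5, read by eye) and −0.96 in Aged cells (the paper's about −2.7 in Fig. 5, read by eye). TYA footprints changed by 0.17 in Middle cells (the paper's about −0.7 in Fig. 5, read by eye) and 0.30 in Aged cells (the paper's about −1.2 in Fig. 5, read by eye). TYB footprints changed by −0.44 in Middle cells (the paper's about −2.1 in Fig. 5, read by eye) and −0.40 in Aged cells (the paper's about −1.6 in Fig. 5, read by eye). Leaving out the second Young footprint library (−0.19) closed that of TYA footprints in Middle cells. None of the alternatives set before the data were examined closed the other gaps of translational efficiency and footprints. TYB without TYA counts, chosen after seeing the values, closed that of TYB footprints in Middle cells (−2.20). Ty2 TYA translational efficiency in Middle cells was −2.4 (the paper's about −2 in Fig. 5, read by eye). Scaling by library totals (−2.21) closed that gap, as did leaving out the first Middle or second Young RNA-Seq library or the second Middle footprint library (−2.98 to −1.67 over all fits that left out a library), and at least 3 counts in every library (−2.30), which was chosen after seeing the values.

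The paper states that Ty1 RNA rises and its translational efficiency falls, and here the TYA sum had no decrease of translational efficiency at either age without a block (in Aged cells −0.38 with the block by replicate number and −0.40 with that by lysate) and its RNA fell slightly in Middle cells. It states that all but one of the downstream genes of HAC1 fell past 2-fold in Aged cells, and here 4 of 6 did, with FPR2 at −0.98. FPR2 ran from −1.31 to −0.51 in fits that left out a library, past 2-fold without the second Aged and without the first Young RNA-Seq library, and passed 2-fold with at least 10 counts in every library (−1.03), and with at least 3 counts (−1.01, and −1.02 with DESeq2), both chosen after seeing the values. The paper counts CWP1 among the genes of lower translational efficiency, and here it was lower by less than 2-fold (−0.44, and −0.53 to −0.32 over the alternatives that kept all libraries). In fits that each left out one library it ran from −1.12 to 0.78, and it passed 2-fold without the first Young footprint library (−1.12) and without the second Young RNA-Seq library (−1.12). For DNA repair, which the paper gives among the terms of higher translational efficiency, the enrichment had a Fisher's exact test p of 0.19. DESeq2 with at least 3 counts, chosen after seeing the values, gave 0.049. For ribosome biogenesis, which it gives among the lower terms in Aged cells, the enrichment of 1.27 had a Fisher's exact test p of 0.43, and no setting put it past 0.05. That test held only the 19 genes annotated directly, without terms inherited through the GO hierarchy. The list of 25 ribosome biogenesis genes had a median change of translational efficiency of −0.75 in Aged cells (23 lower, 2 higher, 1 footprint library). The lack of enrichment therefore does not show that the paper's term fails. SOD1 and CTT1, which it lists with higher RNA in Middle cells, had adjusted p = 0.080 and 0.24. SOD1 passed 0.05 with DESeq2 (0.021), the block by replicate number (0.039) and DESeq2 with at least 3 counts (0.035, chosen after seeing the values), in a range of 0.021 to 0.12 over the alternatives. FKS1 RNA, which the paper gives as lower, had an adjusted p of 0.055, and passed under DESeq2 (0.0044), the joint fit of the 3 ages (0.031), no filter (0.044), the block by replicate number (0.033) and DESeq2 with at least 3 counts (0.0012, chosen after seeing the values), in a range of 0.0012 to 0.060.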

Other observations

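The tests chosen only after the result was seen were those on genes with many footprints, on scaling in Middle and Aged cells, on Ty1 copies and on the gap between lysates. The other tests in this part were set before.

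More genes were lower than higher past 2-fold in translational efficiency. Counting noise alone, in libraries drawn without a change, put a median of 216 genes lower in Middle and 294.5 in Aged cells. Both were below the 474 and 784 counted in the same way, so counting noise was excluded as the whole explanation. These draws hold no spread between replicates. Simulated libraries of the same depth and dispersion put 943 unchanged genes past 2-fold in Middle cells, against 362 higher and 473 lower genes in the data. The simulated libraries were drawn independently, without the deviations shared by RNA and footprints of one lysate, so they could not set the noise level. Noise between replicates was thus neither shown nor excluded. Genes with few footprints were excluded as the whole explanation, since 120 genes with at least 50 footprints were lower in Middle cells and 5 higher. With library totals the share of higher genes in Middle cells reached 58.0%, while the median gene moved from −0.072 to 0.076. That shift is common to all genes, so it does not show that scaling made the excess of lower genes among those with many footprints. In Aged cells the highest share over the scalings was 43.6%. Mixing the lysates of Young and Middle cells gave 870 genes past 2-fold in the larger of the mixed splits, against 1092 in the split by age. In the split by age 728 were lower and 364 higher. The mixed splits, whose sign is arbitrary, gave 253 and 617, and 403 and 325, so an excess on one side is not specific to age. Among the 1353 genes with many footprints the mixed splits put 36 and 17 past 2-fold, fewer than the split by age. The split by age thus had the most genes, but with only 3 ways to split 4 lysates this comparison had no power to exclude the spread between lysates. In the test with each lysate as a block, 8 genes were higher and 47 lower after adjustment.

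Ribosomal protein translational efficiency was lower in Middle cells. Gene length was excluded (percentile 0 among lists matched on length). The lowest Young lysate lay 0.55 above the highest Middle lysate, so the direction does not rest on one lysate. With 3 ways to split 4 lysates, their order alone had no power to exclude chance. The median was −0.74 with the block by replicate number (camera, p of 1.8e-15) and −0.72 with that by lysate (camera, p of 7.4e-12). No biological explanation was tested.

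Ty1 footprints were concentrated in few copies, with 77.4% of the Ty1 TYA footprints in 2 of the 31. For Ty1 TYA RNA counts, the 2 copies with most held 72.8%, so the concentration was not limited to footprints. Reads shared by a few loci were not all left out: TEF1 and TEF2 had 14943 and 14686 footprints in the Aged library, and all 10 Ty2 TYA copies had footprints. Whether a limit on the number of copies left out reads of Ty1 cannot be told apart from a low use of the other copies. No biological explanation was tested.

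RNA changes fell with the length of the coding sequence, with a Spearman correlation of −0.214 in Middle and −0.283 in Aged cells. The largest correlation for a difference between RNA-Seq replicates was 0.122, but that for the footprint replicates of Middle cells was −0.243, so differences between library preparations are not excluded. Ribosomal and respiratory genes were excluded as the whole explanation, since the correlation without them was −0.203 in Aged cells. RNA degradation was not tested, and no biological explanation is put forward.

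Values at no claim were as follows. The change of translational efficiency correlated between Middle and Aged cells with r = 0.608 across 4117 genes that share the Young libraries. The median RNA change of 25 ribosome biogenesis genes was −0.97 in Middle cells (camera, p of 2.0e-07). That of nitrogen catabolite genes was −0.82 in Middle cells (camera, p of 0.0074) and that of iron regulon genes −0.73 in Aged cells (camera, p of 0.0027).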
